# Versatile SMAD2 and SMAD3 epitope–tagged mouse models for genomic profiling of TGFβ signaling: Uncovering GDF9–SMAD2/3 targets

**DOI:** 10.1073/pnas.2600071123

**Published:** 2026-03-30

**Authors:** Zian Liao, Qian Zhang, Keisuke Shimada, Kaori Nozawa, Suni Tang, Masahito Ikawa, Diana Monsivais, Martin M. Matzuk

**Keywords:** oocyte secreted factors, GDF9, TGFβ, SMADs, granulosa cells

## Abstract

Transforming growth factor β (TGFβ) signaling pathways are integral for a plethora of biological processes. SMAD2 and SMAD3 are the principal transcriptional effectors of TGFβ superfamily ligands, yet quantitative, genome-wide mapping of their DNA-associated complexes under physiological contexts has remained limited due to the lack of specific, robust models. Here, we generated two versatile epitope–tagged mouse models in which endogenous SMAD2 and SMAD3 proteins are globally tagged with hemagglutinin (HA) and podoplanin (PA) sequences, respectively, enabling high-fidelity profiling of SMAD2 and SMAD3 binding across tissues. To demonstrate the broad application of our models, we exemplified the usage of our lines in ovarian biology, where we defined the transcriptional programs downstream of GDF9, a key oocyte-derived ligand in folliculogenesis from the TGFβ superfamily. By integrating genomic and transcriptomic analyses, we identified direct genes induced by the GDF9-SMAD2/3 axis and identified gene sets suppressed by this signaling cascade, highlighting a previously underappreciated role of GDF9 in attenuating competing pathways to ensure proper ovarian granulosa cell fate transitions. Short-term GDF9 stimulation shifts SMAD2/3 cofactor recruitment toward lineage- and differentiation-associated transcription factors, without significant global changes in H3K27ac landscapes, indicating that GDF9 signals through targeted SMAD recruitment to preacetylated chromatin regions. Network analyses further demonstrated that GDF9-SMAD2/3 direct targets align with luteinizing hormone-driven preovulatory signaling. Together, our study generated epitope-tagged mouse models that provide extensive and applicable in vivo genetic toolkits for tissue-specific dissection of TGFβ family signaling and reveal a comprehensive, direct transcriptional network through which GDF9 coordinates granulosa cell differentiation and follicular maturation.

## Significance

Our study reports the generation and characterization of two mouse models in which endogenous SMAD2 and SMAD3 are epitope-tagged, enabling high-resolution, genome-wide mapping of SMAD2/3 complexes under physiological conditions. These models provide key in vivo tools to dissect ligand-specific transcriptional mechanisms across the TGFβ superfamily. Applying these tools to oocyte-derived GDF9 signaling in granulosa cells, we uncovered a set of direct GDF9-SMAD2/3 target genes that coordinate extracellular matrix remodeling and cell-fate transitions, while simultaneously suppressing competing signaling pathways. Our research advances the field by establishing a broadly applicable genetic toolkit for TGFβ signaling studies and revealing previously unrecognized transcriptional programs critical for ovarian function and female fertility.

Transforming growth factor β (TGFβ) signaling pathways are well-conserved, govern embryonic patterning, tissue homeostasis, immune regulation, and tissue repair, and mediate their effects through receptor-activated SMAD2 and SMAD3, which partner with SMAD4 and lineage-specific cofactors to remodel chromatin and reprogram transcription (1). Despite the essentiality of these pathways, the in vivo mechanisms by which SMAD2/3 selectively bind target loci and integrate with coregulators remain incompletely resolved, in part because native SMAD antibodies vary in specificity, sensitivity, and lot-to-lot performance, limiting reproducible genome-wide mapping (2–4). These setbacks necessitate the establishment of robust epitope-tagged *Smad2* and *Smad3* knock-in mouse lines to enable high-stringency in vivo assays across tissues and states without overexpression artifacts.

Through genetic studies in mice, sheep, and humans, our team and others have shown that TGFβ family signaling pathways direct numerous physiological processes in the ovary (5–7). Ovarian function is central to female reproductive health, determining not only fertility but also playing a key role in hormone regulation and production. Within the ovary, the growth, development, and maturation of the oocytes are tightly regulated by their bidirectional communication with the surrounding somatic granulosa cells (8–11). Such bidirectional interactions are achieved through both paracrine secretions and junctional communications, which allow the delivery of regulatory signals from the granulosa cells to regulate oocyte development during meiosis (12, 13); similarly, oocyte-secreted factors (OSFs) are also key in directing the differentiation and maintaining the cellular functions of the surrounding somatic cells (10).

Among the few discovered OSFs, members of the TGFβ superfamily have emerged as the most potent proteins in the oocyte-to-somatic cell direction of the regulatory loop. Specifically, growth differentiation factor 9 (GDF9) and bone morphogenetic protein 15 (BMP15) are the first identified OSFs that proved the active roles of the oocyte itself in organizing the ovarian follicle development, given that previous studies only considered oocytes as the recipients of the somatic–oocyte relationship (9, 14–16). Since its first functional characterization in 1996 (15, 17), GDF9 has been studied using animal models that are genetically engineered to be GDF9-deficient or harbor naturally occurring GDF9 mutations. In mice, sheep, and pigs, perturbation of GDF9 halts folliculogenesis and results in sterility (15, 18, 19). In *Gdf9* null mice, folliculogenesis is arrested at the primary follicle stage. Ovaries from these mice are small in size and lack mature follicles or corpora lutea, and anovulation is observed, leading to complete sterility (15). In Belclare sheep, heterozygous GDF9 mutations (*GDF9*^+/−^) lead to increased ovulation rate and high fecundity, resulting in dizygotic twinning or multiple births, whereas ewes with homozygous mutations (*GDF9*^−/−^) have ovarian hypoplasia, leading to follicular arrest and infertility, similar to mice (19). In pigs, *GDF9*^−/−^ gilts present a defective estrus cycle and large ovarian cysts; follicles of these gilts are arrested in the preantral stages, similar to the phenotypes observed in mice (18). In mice, *Gdf9* expression begins early in follicle development, and GDF9 protein is secreted by oocytes starting at the primary follicle stage, with sustained production through secondary and antral stages. This temporally restricted yet continuous secretion pattern, positions GDF9 as a key regulator that coordinates granulosa cell fate decisions throughout follicular maturation (20).

In humans, mutations of *GDF9* have been reported to be implicated in a range of female reproductive disorders, including infertility, polycystic ovary syndrome (PCOS), and primary ovarian insufficiency (POI) (21–25). As in sheep, mutations introducing premature stop codons or missense variants in the pro- or mature region of GDF9 have been implicated in dizygotic twinning and the subsequent development of POI. These mutations may lead to an increased number of dominant follicles per cycle, potentially accelerating follicular depletion and contributing to early exhaustion of the ovarian reserve (26–28).

Using BMP15 knockout and recombinant BMP15 protein, we demonstrated that mouse BMP15 is not as critical as GDF9 (29, 30). However, BMP15 plays a similar critical role as GDF9 in sheep and humans (31); our group showed that GDF9:BMP15 heterodimers are the most potent oocyte TGFβ ligand (10, 30). Granulosa cells from *Gdf9* null mouse ovaries exhibit elevated inhibin α expression, and excess inhibin subsequently contributes to follicular arrest, as additional genetic removal of inhibin α (*Inha*^−/−^;*Gdf9*^−/−^) permits follicles to progress to the multilaminar stage, albeit with abnormal structure and nonfunctional theca cell differentiation (32–34). These studies of single- and double-mutant mice indicate that GDF9 and activins act in a sequential and nonredundant manner during folliculogenesis, with GDF9 restraining early activin-driven granulosa cell overgrowth, while later follicle development is dominated by activin signaling that promotes granulosa proliferation at the expense of oocyte growth (7).

The signaling cascade of GDF9 starts with the receptor complex activation, composed of TGFβ type 1 (ALK5 or ALK4) and type 2 (BMPR2, ACVR2A, or ACVR2B) receptors. The receptor complex gets phosphorylated upon ligand binding and subsequently phosphorylates downstream effector proteins, SMAD2 and SMAD3 (R-SMADs) to initiate intracellular signaling. SMAD2/3 form homo-oligomers upon phosphorylation, together with SMAD4 (co-SMAD), translocate to the nucleus to direct gene transcription (30). Given the potent roles of GDF9 in ovarian biology, researchers have been heavily invested in understanding the application potential of GDF9 in optimizing the clinical approaches for women with infertility or ovarian dysfunctions (35). However, the comprehensive list of direct transcriptional targets of GDF9 remain poorly defined. Here, we generated two physiologically relevant mouse models in which the endogenous SMAD2 and SMAD3 proteins are epitope-tagged with HA (hemagglutinin) and PA (podoplanin) tags, respectively. Utilizing these mouse models, our goal was to precisely map the SMAD2/3-DNA interactions across tissues, particularly within ovarian granulosa cells, through genomic profiling. By coupling the genomic data with transcriptomic analyses, we aimed to systematically characterize the direct GDF9-responsive genes. This strategy would allow us to elucidate the molecular circuitry underlying GDF9 signaling during folliculogenesis and uncover therapeutic targets to overcome ovarian dysfunctions.

## Results

### Generation of Mouse Models with Globally Tagged SMAD2 and SMAD3 Proteins.

The GDF9 signaling axis has been established as one of the requirements for the expansion of granulosa cells (36). SMAD2/3 have been demonstrated to be downstream effectors of GDF9 signaling pathways to regulate granulosa cell-specific gene expression (30, 37). Despite the critical roles of GDF9 signaling, a comprehensive map of direct SMAD2/3 target genes is lacking, motivating us to delineate the roles of SMAD2 and SMAD3 in oocyte-somatic cell communication. We aimed to delineate the roles of SMAD2 and SMAD3 in oocyte-somatic communication. We applied the CRISPR approach to generate genetically engineered knock-in mice that harbor an HA-tagged *Smad2* allele (herein called *Smad2*^HA/+^) and a PA-tagged *Smad3* allele (herein called *Smad3*^PA/PA^) (Fig. 1 *A* and *B*). The HA tag and the PA tag were inserted into the C-terminus of the SMAD2 and the N terminus of the SMAD3 proteins, respectively. The successful insertions were visualized by the genotyping results shown in *SI Appendix*, Fig. S1*A*, and we confirmed the correct genomic insertion by Sanger sequencing (Fig. 1 *A* and *B*). To ensure the tagged proteins can be detected, we performed immunoprecipitation followed by western blot analysis of the heart, liver, kidney, lung, ovary, and uterine tissues from *Smad2*^HA/+^ and *Smad3*^PA/PA^ mice, and we confirmed that the HA-tagged SMAD2 and PA-tagged SMAD3 proteins can be readily detected by HA and PA antibodies (Fig. 1 *A* and *B*). Molecular sizes and the protein expression patterns of the HA antibody-detected SMAD2 protein and the PA antibody-detected SMAD3 protein were comparable to those of the SMAD2 antibody-detected SMAD2 protein and the SMAD3 antibody-detected SMAD3 protein, respectively (Fig. 1 *A* and *B*). Although the heterozygous HA-tagged SMAD2 mice (*Smad2*^HA/+^) are healthy and viable, we were unable to generate homozygous HA-tagged SMAD2 mice (*Smad2*^HA/HA^) due to potential embryonic lethality. (*SI Appendix*, Fig. S1*B*). We used heterozygous intercrosses of *Smad2*^HA/+^ mice to generate the homozygous *Smad2*^HA/HA^ genotype. Across two independent mating trials encompassing a total of 10 litters, genotyping of all offspring revealed the presence of 35 *Smad2*^HA/+^ heterozygous and 24 wild-type (WT) pups, but no *Smad2*^HA/HA^ homozygous pups were recovered. The observed genotype distribution deviated from the expected Mendelian ratio for a viable homozygous allele, indicating that the *Smad2*^HA/HA^ genotype cannot survive to birth. This outcome is consistent with the known nonredundant requirement for SMAD2 in early embryonic patterning, as SMAD2 but not SMAD3 is essential for lineage specification and anterior–posterior axis formation (38, 39). This homozygotic lethality further suggests that SMAD2 function is highly dosage- and sequence-sensitive, such that even subtle modification of the endogenous locus may be incompatible with embryogenesis and/or later development. In summary, we successfully generated and utilized viable mouse models with global heterozygous HA-tagged SMAD2 and homozygous PA-tagged SMAD3 alleles for our studies.

**Fig. 1.**
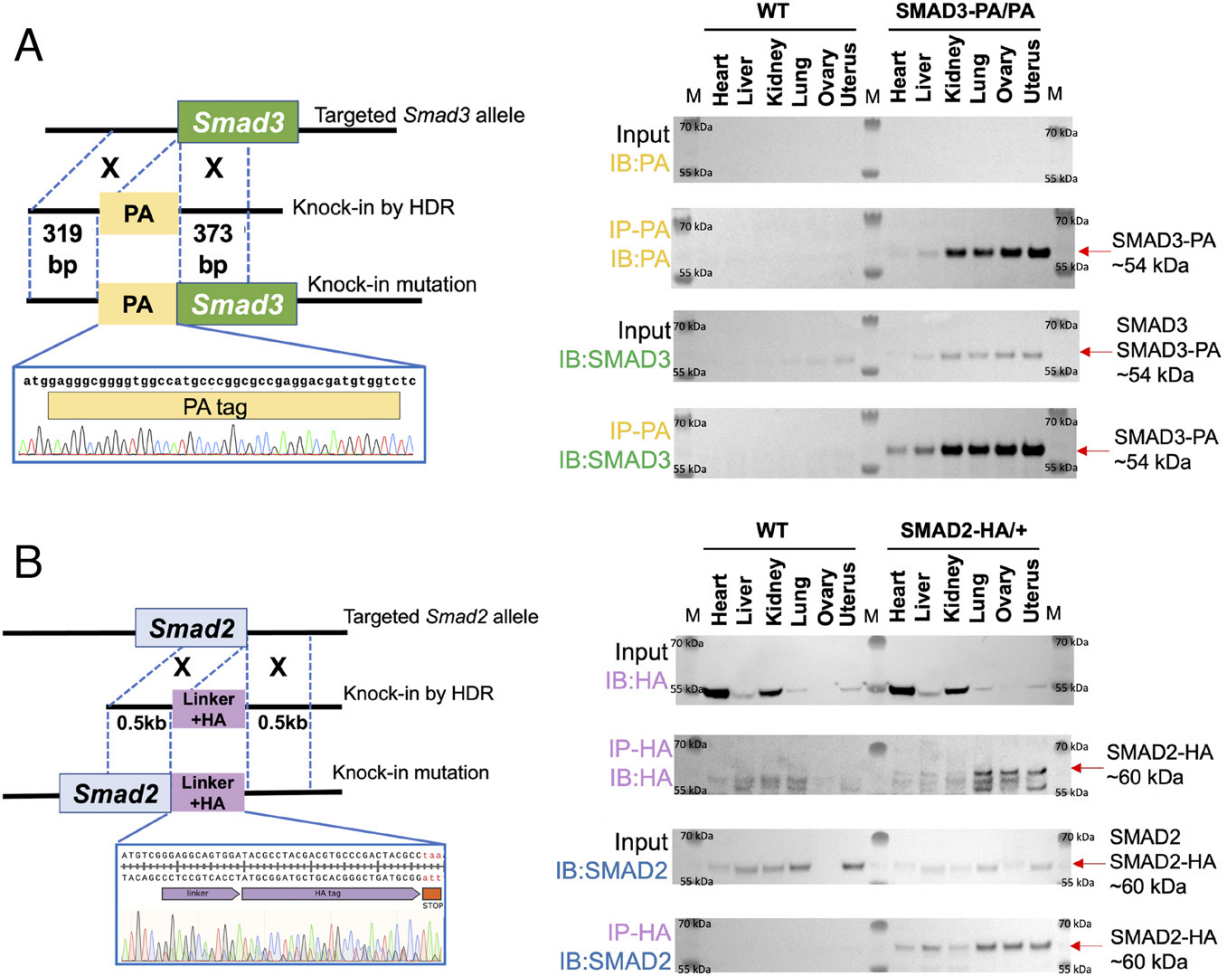
Genetically engineered mouse lines with global HA-tagged SMAD2 and PA-tagged SMAD3 proteins. (*A* and *B*) *Left*: Schematic approaches for generating N-terminal PA-tagged *Smad3*^PA/PA^ and C-terminal HA-tagged *Smad2*^HA/+^ and knock-in mouse lines. Sanger sequencing results confirming the correct insertions are included in the zoom-in windows. *Right*: Western blot analysis demonstrating the immunoprecipitation of PA-tagged SMAD3 and HA-tagged SMAD2 proteins from tissue panels from the tagged mouse lines. Tissues from wild-type (WT) mice were used as negative controls. M in the Western blot analysis represents the marker for protein size ladder.

### GDF9 Stimulation of Granulosa Cells Leads to Transcriptomic Changes Facilitating Ovarian Functions.

To investigate the transcriptomic changes induced by GDF9 exposure in mouse granulosa cells, we collected granulosa cells from preovulatory follicles in pregnant mare serum gonadotropin (PMSG)-stimulated 21 to 28-d-old mice. The primary mouse granulosa cells from SMAD3^PA/PA^ mice were then stimulated with recombinant mouse GDF9 (100 ng/mL) for 4 h and performed bulk RNA-sequencing. 

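RNA of 4 cultures of *Smad3* PA/PA granulosa cells was sequenced, 2 treated for 4 h with GDF9, a growth factor that the oocyte secretes, and 2 with vehicle. Granulosa cells are the somatic cells around the oocyte. The libraries were poly-A-enriched and strand-specific. The authors aligned them to mm10 with STAR 2.7.11b, counted reads per gene with featureCounts 2.1.1 and tested genes with DESeq2. The deposited table holds the authors' normalized counts, that is, read counts divided by 1 size factor per library. Division of each library by the smallest step between its values, which is 1 read, gave 10146695 and 10517816 reads in genes with GDF9 and 8827825 and 11416005 with vehicle. The depth named in the paper's methods counts sequenced read pairs, whereas the values here use reads assigned to genes. Of 25865 genes with values, 12597 with a mean of at least 10 normalized counts were tested with limma-trend on log2(value + 1), a scale that shrinks the changes of the lowest genes. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 0.18 in either direction, the limits given with the paper's volcano plot (Fig. 2A). Between the 2 replicates of a group the reads varied more than sampling alone gives, with a chi-square per degree of freedom of 1.98 for GDF9 and 1.31 for vehicle. Nothing in the sources used here states that the replicates came from separate animals, so the p-values measure only the spread between these samples. Mitochondrially encoded genes took 3.38% and 3.07% of the counts in the GDF9 libraries against 2.37% and 2.35% in the vehicle libraries. *Malat1*, a noncoding RNA kept in the nucleus, took 0.282% and 0.264% against 0.108% and 0.11%. In addition, 27 gene lists were fixed before the data were examined.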

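With GDF9, 307 genes were higher and 89 lower than with vehicle, and in each of them both GDF9 libraries lay on the same side of both vehicle libraries. Among called genes with a mean of at least 50 normalized counts, the nuclear noncoding RNAs *Kcnq1ot1* (log2 fold change 2.32, SE 0.16, adjusted p = 8.48e-12, limma), *Malat1* (1.33, SE 0.03) and *Meg3* (1.14) lay among the largest increases. *Malat1* had 27870 ± 1350 normalized counts with GDF9 and 11060 ± 123 with vehicle (mean ± SD, n = 2 each). The other 7 of the 10 largest increases were *Slco1a1* (1.43), *Or4a78* (1.31), *Fosb* (1.08), *Spaca6* (1.03), *Rgs2* (1.00), *Coro6* (0.99) and *Snhg11* (0.98). *Rgs2*, which encodes a regulator of G-protein signaling, had 197 ± 3.51 against 97.9 ± 6.9 normalized counts (adjusted p = 3.25e-06). Mitochondrially encoded genes moved with these RNAs. Of 9 tested, 7 rose and 0 fell (8 and 0 when adjusted over the list alone), with a median log2 fold change of 0.46 (camera adjusted p = 1.29e-30, and 0.481 with an estimated correlation). COX1, a subunit of the respiratory chain, had 144100 ± 8640 against 103300 ± 316. The 10 largest decreases were those of *Gm10736* (−0.82), *Sntb1* (−0.62), *E2f7* (−0.59), *Adamts9* (−0.55), *Igfbp5* (−0.53), *Sspn* (−0.50), *Fhl1* (−0.49), *Fzd1* (−0.47), *Smarca1* (−0.46) and *Akap5* (−0.45). *E2f7* encodes a repressor of cell-cycle genes and had 75.9 ± 3.43 against 115 ± 1.68 (adjusted p = 0.0219). *Igfbp5*, which encodes a binding protein of insulin-like growth factors, had 798 ± 29.5 against 1149 ± 14.7 (adjusted p = 1.31e-07). Most changes were small, as 299 of the called genes changed by less than 0.5 log2 and 25 rose and 2 fell by at least 1. Without vehicle replicate 1, 215 genes were called (194 higher, 21 lower), and the lower genes numbered 218 without GDF9 replicate 2 and 56 without vehicle replicate 2. DESeq2 on the recovered reads called 128 genes, all of them also called by limma, and limma without the filter on low values called 187. Without vehicle replicate 1, *Coro6*, *Gm10736*, *Sntb1*, *E2f7*, *Sspn*, *Fhl1* and *Fzd1* lost their calls (adjusted p from 0.0538 to 0.544). Of these, *Gm10736*, *E2f7*, *Sspn* and *Fhl1* lost them without GDF9 replicate 1 too (0.0556 to 0.685), *Sntb1* without GDF9 replicate 2 (0.128), and *Gm10736*, *Sntb1*, *E2f7* and *Fhl1* without vehicle replicate 2 (0.111 to 0.186).

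**Figure D1:**
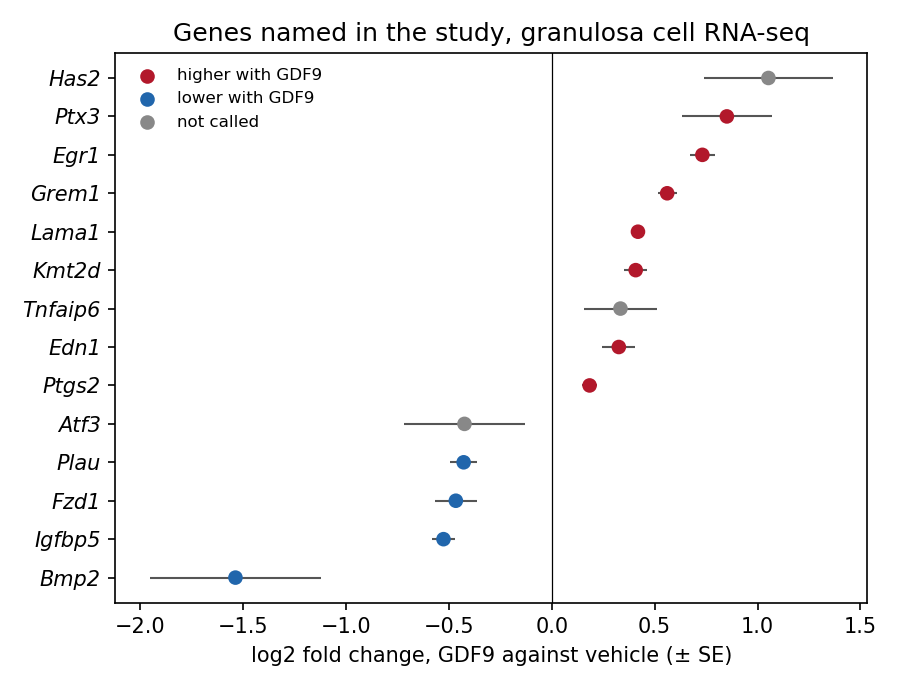
Log2 fold changes with GDF9 (± SE, limma) of granulosa cell genes, from *Has2* at the top to *Bmp2* at the bottom. Red marks genes called higher, blue genes called lower and gray genes that were not called.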

Differential gene expression analysis revealed a total of 857 genes significantly altered in response to GDF9 stimulation (|LogFC| > 0.18, adjusted *P* value < 0.05) compared to control treatment, with 530 genes upregulated and 327 genes downregulated (Fig. 2*A*). Among the up-regulated genes, we validated a series of known GDF9 target genes, including *Ptgs2*, (LogFC = 0.94), *Ptx3* (LogFC = 0.85), *Has2* (LogFC = 1.08), and *Tnfaip6* (LogFC = 0.35), all of which have been shown to be integral in supporting cumulus expansion by modulating hyaluronic acid matrix formation (40, 41). In addition to the canonical GDF9-responsive genes, our analysis revealed a number of transcripts not previously associated with GDF9 signaling. 

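*Ptgs2*, which encodes the enzyme that makes prostaglandin precursors, rose from 7348 ± 186 to 8346 ± 163 normalized counts with GDF9 (mean ± SD, n = 2 each, log2 fold change 0.18, SE 0.04, limma adjusted p = 0.00111). *Ptx3*, which encodes a protein that cross-links the hyaluronan matrix, rose from 34.0 ± 5.83 to 61.7 ± 3.84 (0.85, SE 0.22, adjusted p = 0.021). *Has2*, the gene of the hyaluronan synthase, had 35.4 ± 11.6 against 16.5 ± 5.48 (1.05, SE 0.31, adjusted p = 0.0566), and *Tnfaip6*, whose product modifies hyaluronan, had 82.7 ± 15.8 against 64.8 ± 2.32 (0.33, SE 0.18, adjusted p = 0.377). For both, each GDF9 library lay above each vehicle library, but neither gene passed. Of 17 tested genes of a list for cumulus expansion and ovulation, 3 rose, 1 fell and 13 did not pass (6 rose and 1 fell when adjusted over the list alone). The others among them were *Ptger2*, a prostaglandin receptor gene (0.35, adjusted p = 0.00571), which rose, and *Adamts1*, a protease gene (−0.33, adjusted p = 0.00352), which fell. The list as a whole did not stand apart from the other genes (camera adjusted p = 0.104), and 5 of its members are genes that the study names. *Ptgs2* lost its call without GDF9 replicate 1 (0.16, under the fold limit) or vehicle replicate 2 (0.16). *Ptx3* lost its call without GDF9 replicate 1 (0.79) or vehicle replicate 1 (0.68). *Ptger2* and *Adamts1* each lost their calls in at least 1 fit that left out 1 library, so no called gene of the list kept its call throughout. *Has2* passed without GDF9 replicate 1 (adjusted p = 0.0167) or vehicle replicate 2 (adjusted p = 0.0256).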

Notably, *Mirlet7e*—a member of the highly expressed let-7 microRNA family in granulosa cells—was significantly upregulated. 

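*Mirlet7e*, the gene of a let-7 microRNA precursor, had 6.04 and 2.9 normalized counts in the GDF9 libraries and 0 in both vehicle libraries. It lay under the mean needed for the main test, so no fold change is given. Poly-A-enriched libraries hold long primary transcripts rather than mature microRNAs.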

The let-7 family has been extensively implicated in regulating folliculogenesis, oocyte maturation, and granulosa cell expansion, underscoring its potential role as a downstream effector of GDF9 in ovarian function (42–44). The complete gene expression profile results are included in Dataset 1.

**Fig. 2.**
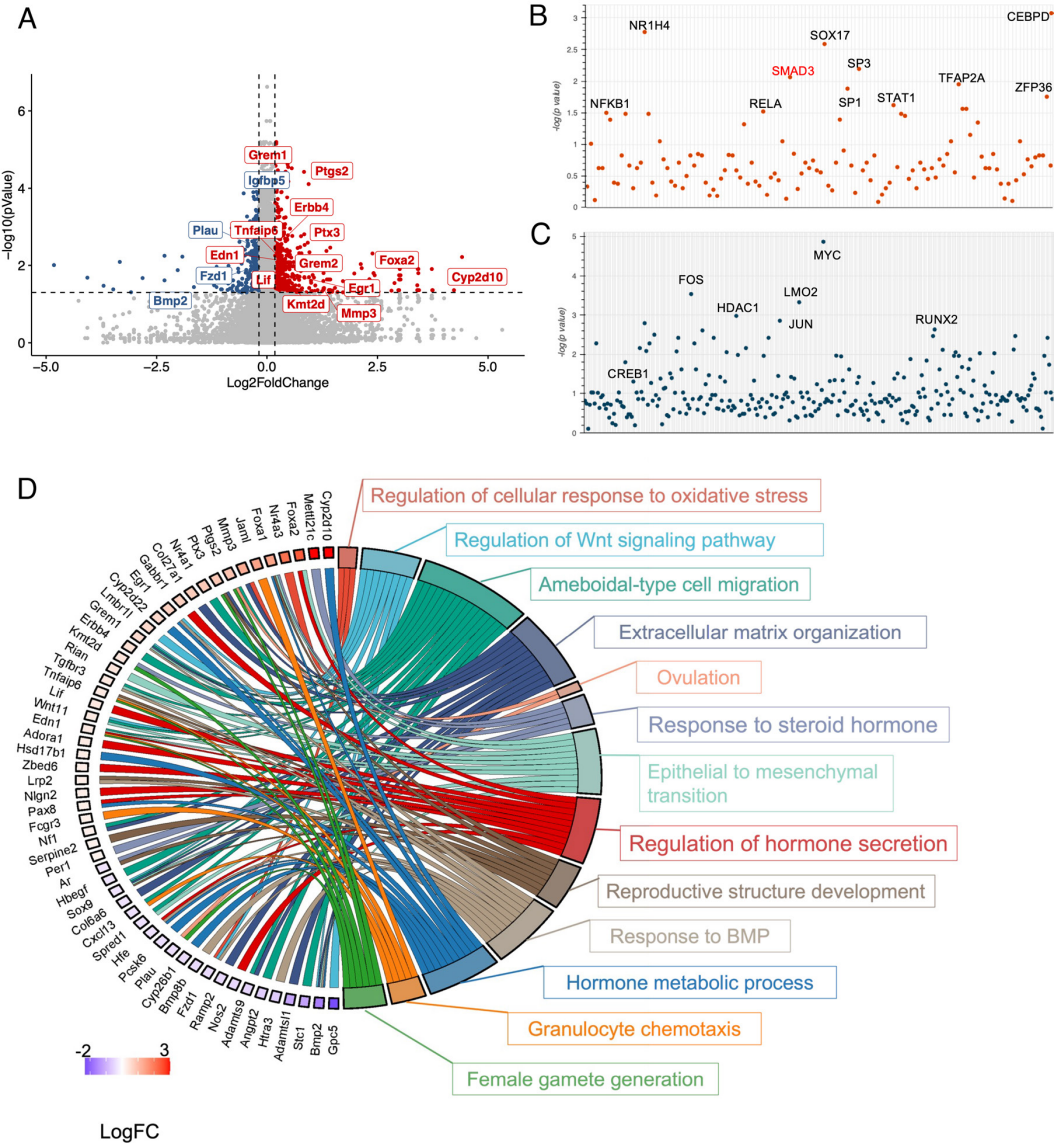
Transcriptomic profiling of the mouse granulosa cells upon GDF9 treatment. (*A*) Volcano plot of the differentially expressed genes from the RNA-seq analysis. Red color indicates up-regulated genes while blue color indicates down-regulated genes. (*B* and *C*) Results from Transcriptional Regulatory Relationships Unraveled by Sentence-based Text Mining (TRRUST) based transcription factor enrichment analysis on the up-regulated (*B*) and down-regulated (*C*) genes. (*D*) Cord plot of the Gene Ontology enrichment results from the differentially expressed genes.

To further deduce the upstream transcriptional regulators potentially driving the observed gene expression patterns, we performed Transcriptional Regulatory Relationships Unraveled by Sentence-based Text Mining (TRRUST) based transcription factor (TF) enrichment analysis on the differentially expressed genes (45) (Fig. 2 *B* and *C*). From the up-regulated gene sets, transcription factors activating cellular growth, differentiation, and steroidogenesis were enriched (Fig. 2*B*). Notably, SMAD proteins, consistent with their known involvement in GDF9-mediated signaling, were among the top-ranked predicted regulators. Additional enriched TFs included CEBPD, RELA/NFKB, TFAP2A, and SOX17.

To investigate potential transcriptional repressors in mediating gene down-regulation in response to GDF9, we also examined the enriched transcription factors associated with down-regulated genes. Several known transcriptional repressors and chromatin modifiers were identified, including HDAC1 and HDAC5, which are known to compact chromatin and silence gene expression (46), suggesting a potential role for epigenetic regulation in the GDF9-mediated gene network. Additional enriched repressors included ZBTB7A and ZBTB16, which are zinc finger proteins with established roles in gene silencing and lineage specification (47, 48), and SIRT1, a NADº-dependent deacetylase involved in stress adaptation and transcriptional repression in granulosa cells (49, 50). Furthermore, CREB1, known to be involved in follicular growth, ovulation, and ovarian disease (51), may also help suppress alternative differentiation programs, thereby reinforcing a granulosa cell-specific fate. Collectively, these findings suggest that GDF9 not only activates gene networks that are critical for folliculogenesis but also actively represses competing transcriptional programs through specific transcription factors and epigenetic regulators. 

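Among genes of chromatin repressors, *Hdac1*, which encodes a histone deacetylase, had 693 ± 60 normalized counts with GDF9 and 739 ± 16.6 with vehicle (mean ± SD, n = 2 each, limma adjusted p = 0.529). Its relative *Hdac5* (log2 fold change −0.08, adjusted p = 0.696), the zinc finger gene *Zbtb7a* (0.01, adjusted p = 0.975), the deacetylase gene *Sirt1* (0.06, adjusted p = 0.83) and *Creb1* (0.10, adjusted p = 0.567), which encodes a cAMP-responsive activator, did not pass either. Of 11 tested genes of a list of chromatin repressors and modifiers, 1 rose and 0 fell, also when adjusted over the list alone, and the list did not stand apart from other genes (camera adjusted p = 0.629). The riser was *Kmt2d*, which encodes a histone methyltransferase of active enhancers (1600 ± 161 against 1203 ± 4.07, 0.41, adjusted p = 1.15e-05). Of the listed genes, 8 are named by the study, *Kmt2d* on its volcano plot. *Zbtb16*, *Tfap2a* and *Sox17* were too low to test, and the transcription factor genes *Cebpd* (0.16, adjusted p = 0.735) and *Rela* (0.07, adjusted p = 0.627) did not pass. These values are mRNA levels of the regulators and not counts of their target genes.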

The complete enrichment results are listed in the Dataset 2. Next, we performed Gene Ontology (GO) analysis on both up- and down-regulated differentially expressed genes with a focus on the biological process enrichment. 

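Among genes of steroid hormone synthesis, *Hsd17b1*, whose enzyme makes estradiol, rose with GDF9 from 1412 ± 13.6 to 1725 ± 10.4 normalized counts (mean ± SD, n = 2 each, log2 fold change 0.29, limma adjusted p = 0.000166). The lipoprotein receptor gene *Scarb1* (0.20, adjusted p = 0.000253) and the electron donor gene *Fdxr* (0.19, adjusted p = 0.0112) rose too. *Nr5a2*, a nuclear receptor gene needed for ovulation, fell from 992 ± 12.5 to 813 ± 22.3 (−0.29, adjusted p = 0.00189), and the prolactin receptor gene *Prlr* fell by 0.34 log2 (adjusted p = 0.00158). Over 15 tested steroidogenic genes these were all the changes, 3 up and 2 down, and the count was the same when adjusted over the list alone (camera adjusted p = 0.294). None of 20 cholesterol synthesis genes was called, with either adjustment, at a median log2 fold change of −0.04. Of 15 luteinization genes, 2 rose, *Scarb1* and the angiogenic factor gene *Vegfa* (0.28, adjusted p = 0.00218), and 1 fell, *Prlr* (the same over the list alone, camera adjusted p = 0.61). In the WNT pathway, 2 of 18 tested genes fell and 0 rose, with both adjustments. They were the ligand gene *Wnt4* (567 ± 2.78 against 669 ± 18.7, −0.24, adjusted p = 0.0343) and the receptor gene *Fzd1* (188 ± 1.83 against 260 ± 5.71, adjusted p = 0.00501), which the study itself displays. Without vehicle replicate 1, *Fzd1* was not called (log2 fold change −0.44). *Wnt4*, *Nr5a2* and *Fdxr* each lost their calls in at least 1 fit that left out 1 library. *Hsd17b1*, *Scarb1*, *Prlr* and *Vegfa* kept theirs in all such fits.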

As shown in Fig. 2*D*, we highlight the enrichment results that included categories related to ovarian functions (ovulation; response to steroid hormone; regulation of hormone secretion and hormone metabolic process), the BMP/WNT signaling pathways, extracellular organization, and reproductive structure development. The complete GO enrichment results are listed in the Dataset 3.

Together, these results indicate that GDF9 induced a distinct and functionally unique transcriptional program in granulosa cells, characterized by pro-survival, pro-differentiation, and oocyte-supportive gene networks. This transcriptomic pattern extends beyond canonical targets and involves additional pathways that contribute to folliculogenesis and oocyte maturation, thereby highlighting the central role of GDF9 in coordinating follicular development and ovulatory competence.

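Some of the immediate early genes, which cells switch on within minutes to hours of a stimulus, rose with GDF9. *Fos* rose from 363 ± 24.5 to 684 ± 23.5 normalized counts (mean ± SD, n = 2 each, log2 fold change 0.92, limma adjusted p = 2.49e-10), *Nr4a1* from 204 ± 1.89 to 366 ± 18.2 (0.84) and *Egr1* from 603 ± 16.6 to 1002 ± 56.3 (0.73), all transcription factor genes. With *Fosb*, *Ier2* (0.26) and *Btg2* (0.25) these made 6 of 20 tested list members that rose against 0 that fell (7 and 0 over the list alone, camera adjusted p = 1.86e-09, and 0.477 with an estimated correlation). Of 19 tested feedback and immediate target genes of SMAD2 and SMAD3, 4 rose and 0 fell, also over the list alone (camera adjusted p = 0.000976, and 0.481 with an estimated correlation). They were *Ldlrad4* (204 ± 26.3 against 131 ± 13.2, 0.64) and *Pmepa1* (979 ± 66.8 against 740 ± 29.7, 0.40), which restrain receptor signaling, *Fst* (851 ± 16.4 against 659 ± 7.01, 0.37), the gene of an activin antagonist, and *Spsb1* (0.27). *Smad7* (0.07, adjusted p = 0.624) and *Skil* (0.12, adjusted p = 0.139), classic feedback genes, did not pass. Of 15 granulosa cell markers 5 rose, among them the estrogen receptor gene *Esr2* (0.33), and 2 fell. Those that fell were *Nr5a2* and the oocyte-directed ligand gene *Kitl* (2225 ± 136 to 1810 ± 37.9). *Esr2* and *Nr5a2* each lost their calls in at least 1 fit that left out 1 library, and *Kitl* kept its call. Over the list alone 6 rose and 2 fell (camera adjusted p = 0.0396, and 0.53 with an estimated correlation), and the camera call was lost without GDF9 replicate 1 (0.119) or vehicle replicate 2 (0.192). Cell cycle genes leaned down, with 1 of 24 lower (2 over the list alone), the cyclin gene *Ccnd2* (6256 ± 147 to 5198 ± 153, −0.27, adjusted p = 1.31e-05), at a camera adjusted p of 0.000962 and 0.481 with an estimated correlation. Ribosomal protein genes leaned down by a median of 0.05 log2 with 0 of 21 called, also over the list alone (camera adjusted p = 0.00503, and 0.83 with an estimated correlation). That result turned upward without GDF9 replicate 1 (0.927) and was lost without vehicle replicate 2 (0.253). From its differentially expressed genes and their enriched categories the paper concludes that GDF9 induces a distinct program of survival, differentiation and support of the oocyte.
Lists of other processes showed few changes. Of 13 tested NF-kB genes 0 were called (1 higher over the list alone, camera adjusted p = 0.859), of 14 interferon-response genes 0 with either adjustment (median −0.01), of 21 heat-shock genes 1 lower with both (*Dnaja1*, a co-chaperone gene, −0.19) and of 20 glycolysis and hypoxia genes 1 higher with both (*Vegfa*). Markers of other ovarian cells were barely tested, and none was called in theca (6 tested), stroma (12), endothelium (4), macrophages (3), surface epithelium (8) or oocytes (2), apart from 1 stromal gene, *Mfap5*, over the list alone (1.28, adjusted p = 0.0747 over all genes).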

### Genomic Profiling of SMAD2 and SMAD3 Reveals Direct Transcriptional Regulations upon GDF9 Stimulation.

To define the direct transcriptional regulatory landscape in response to GDF9 stimulation, we performed cleavage under targets and release using nuclease (CUT&RUN) sequencing on the granulosa cells treated with recombinant mouse GDF9 from the *Smad3*^PA/PA^ mice. 

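CUT&RUN, in which an antibody guides a nuclease to cut out bound DNA, was done on granulosa cells from 8 mice, pooled. Their ovaries were taken 46 h after 5 IU of PMSG, and the cells were cultured for several days before treatment. In the *Smad3* PA/PA line the antibodies were against SMAD2, the PA tag on SMAD3, SMAD4 and H3K27ac, a histone mark of active promoters and enhancers, with 2 replicates each for GDF9 and vehicle. In the *Smad2* HA/+ line they were against SMAD2, the HA tag, SMAD3 and H3K27ac. The authors aligned with Bowtie2 to mm10, scaled libraries by E. coli spike-in reads, called peaks per library with SEACR and merged replicates with HOMER. The deposited peak lists were used here, 16 per line, and they carry no read depth. A region here is the union of overlapping peaks with a peak of both replicates, by at least 1 bp, on chromosomes 1 to 19, X and Y. Gene positions come from GENCODE vM21, and random expectation from 100 shuffles within chromosomes, or 20 for the overlap of replicates. The SEACR scores are the authors' own and were used only within a list. In *Smad3* PA/PA cells the 2 SMAD2 lists of GDF9-treated cells held 81283 and 78699 peaks, those of vehicle-treated cells 78766 and 23082. The PA lists held 80172 and 83620 with GDF9 and 82459 and 60165 with vehicle. H3K27ac peaks recurred between replicates, with 79.2% (GDF9) and 80.4% (vehicle) of replicate 1 peaks met in replicate 2. For SMAD2 these shares were 11.7% and 2.22%, for PA 13.1% and 5.52% and for SMAD4 13.1% and 17.4%. Shuffled SMAD2 peaks met replicate 2 in 4.29% and 0.906% of cases and shuffled PA peaks in 4.91% and 3.0%. In *Smad2* HA/+ cells the shares were 25.8% (GDF9) and 32.7% (vehicle) for SMAD2, 43.1% and 49.5% for HA and 45.3% and 50.3% for SMAD3. Requiring both replicates decides which SMAD peaks count as regions, and the results from regions below depend on that choice.

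**Figure D2:**
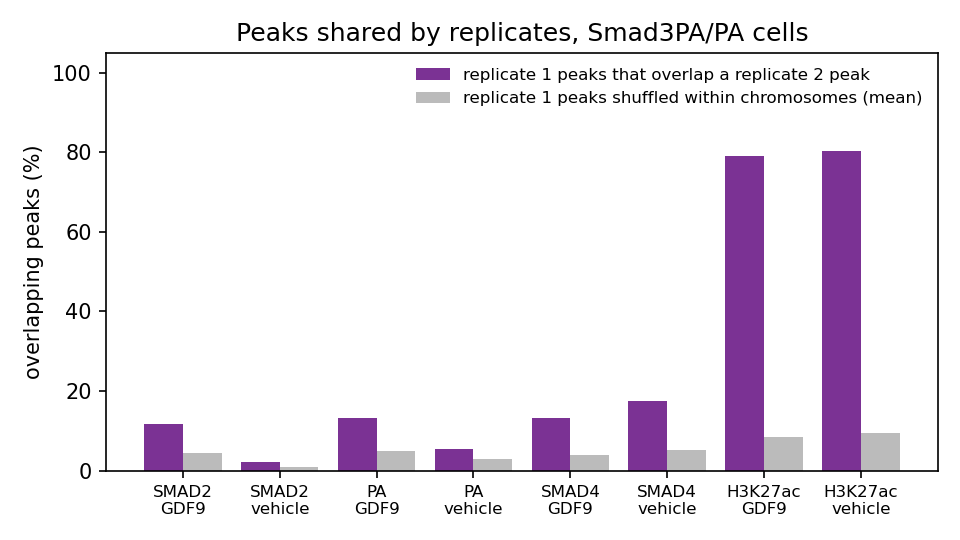
Share of replicate 1 peaks that overlap a replicate 2 peak in *Smad3* PA/PA granulosa cells (purple), beside the mean of shuffled replicate 1 peaks (gray), for 4 antibodies and both treatments.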

Given the canonical roles of SMAD2/3/4 complexes in transducing the GDF9 signaling, we utilized SMAD2, PA, and SMAD4 antibodies to map DNA binding activities of the SMAD2/3/4 in the granulosa cells derived from the *Smad3*^PA/PA^ tagged mouse. Meanwhile, to examine whether GDF9 has a role in modulating transcriptionally active regions, we used H3K27ac as a marker to map the regulatory landscape (enhancers and promoters) in the granulosa cells.

The fragment length distribution of immunoprecipitated DNA has a characteristic enrichment at ~100 bp, consistent with the transcription factor target binding pattern (52). Similarly, in the H3K27ac groups, the fragment lengths showed an enrichment between 150 and 200 bp, corresponding to the mononucleosomal deposition, indicating high-quality chromatin immunoprecipitation (*SI Appendix*, Fig. S2). Next, we generated peak density profiles of SMAD2 and SMAD3 in both control and GDF9-treated groups. GDF9 treatment yielded a marked summit-centered enrichment compared with controls, indicating increased SMAD2/3 chromatin occupancy consistent with pathway activation (Fig. 3 *A* and *B*). 

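SMAD2 occupied 9006 regions in both replicates of GDF9-treated *Smad3* PA/PA cells and 1736 in vehicle-treated cells. PA-tagged SMAD3 occupied 9672 and 4319. SMAD4, the partner of both proteins, occupied 9185 with GDF9 and 11619 with vehicle. Of the SMAD2 regions of GDF9-treated cells, 60.8% (5477) met no peak of either vehicle list, and of the vehicle regions 46.0% (799) met no GDF9 peak. For PA these shares were 64.5% (6243) and 52.0% (2244), and for SMAD4 40.7% and 43.1%. In *Smad2* HA/+ cells regions were fewer with GDF9 than with vehicle for SMAD2 (18471 and 19389), HA (24635 and 30333) and SMAD3 (26153 and 32420), although the SMAD2 lists held more peaks with GDF9 (73039 and 61275 on average). In *Smad3* PA/PA cells, pairs of SMAD lists of the same antibody and treatment had a median Jaccard index of shared bases of 0.0463 (6 pairs). Lists of the same antibody from opposite treatments shared about as many bases (0.0453, 12 pairs). The short list of vehicle replicate 2 limits the SMAD2 regions of vehicle-treated cells, whose number was 78766 from replicate 1 alone. Signal heights were not compared between treatments.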

We annotated high-confidence peaks using ChIPseeker (53). In the SMAD2 group, under the control condition, 9.41% peaks are mapped to the promoter regions (±3 kb of promoter) (Fig. 3*C*). Upon GDF9 stimulation, the distribution of the SMAD2 peak remains largely unchanged, with 9.53% of the peaks falling within the promoter regions. 

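SMAD2 regions lay near transcription start sites more often than shuffled regions in both treatments. With GDF9, 26.7% of SMAD2 regions (2409) overlapped a window of 3 kb around a start site against 13.8% of shuffled regions (range 13.0% to 15.0%). With vehicle the share was 21.1% (366 regions) against 14.0% (12.2% to 16.4%). Both have a permutation p of 0.0198, the smallest that the shuffles can give. SMAD4 regions of the same cells were as frequent there, 28.2% with GDF9 and 20.5% with vehicle. In *Smad2* HA/+ cells SMAD2 regions lay at promoters in 46.5% (GDF9) and 52.0% (vehicle) of cases. Single SMAD2 lists of *Smad3* PA/PA cells gave 14.8% and 15.1% with GDF9 and 14.7% and 12.5% with vehicle for replicates 1 and 2.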

In the SMAD3 group, 8.19% and 5.76% of the peaks are mapped to the promoter region in the control and GDF9 treatment groups, respectively (Fig. 3*D*). 

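PA-tagged SMAD3 was at promoters in 14.6% of its regions with GDF9 (1411), close to the 13.6% of shuffled regions (range 12.7% to 14.7%, permutation p = 0.0396). With vehicle the share was 21.3% (920 regions) against 14.1% (12.4% to 15.7%, permutation p at the floor of the shuffles). Native SMAD3 in *Smad2* HA/+ cells was at promoters in 45.4% of regions with GDF9 and 42.8% with vehicle, where shuffled regions gave 16.6% for both. The 5 PA regions of GDF9-treated cells with the highest total signal had 77.1%, 96.0%, 83.9%, 53.4% and 43.5% of their bases in repeats. For the vehicle regions, the lists of replicates 1 and 2 alone gave 11.4% and 16.4%.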

The full list of the annotated peaks is included in the Datasets 4–7. De novo motif profiling of SMAD2 and SMAD3 CUT&RUN peaks revealed condition-specific cofactor signatures (Fig. 3 *E* and *F*). For SMAD2, the overall landscape was similar between the control and treatment groups. 

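SMAD2 regions of GDF9-treated cells carried the SMAD core, the canonical palindrome or at least 2 copies of CAGAC, in 17.7% of cases against 19.4% of flanking windows 2 kb away (odds ratio 0.895, Fisher exact p = 9e-04). The homeobox core TAAT was in 89.7% against 92.4% (odds ratio 0.719, exact p = 3.2e-13) and the NKX core AAGTG in 60.9% against 62.6% (0.929, exact p = 0.0059). Most windows hold TAAT, and its mean number of copies went the other way, 4.48 per region window against 4.14 per flanking window (not tested). The cores of TGIF, a SMAD corepressor, and SOX factors did not differ from flanks (exact p = 0.0638 and 1.0). SMAD2 regions of vehicle-treated cells had the SMAD core in 18.1% of cases (exact p = 0.293), and each single vehicle list passed as poorer than its flanks (odds ratios 0.941 and 0.952). Between the treatments no core differed, with adjusted p from 0.337 to 0.727 (exact tests, 1 per core). The windows were 401 bp wide, 1 per region, and a scan for short cores is coarser than the search for de novo motifs.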

The treated peaks showed enrichment in homeobox and NKX family motifs (e.g., HOXA9/11/13, HOXD11/12/13, NKX2-1/5, NKX3-1), in addition to the canonical SMAD motif. Notably, PITX1 and NANOG motifs were among the most prevalent, of which the interaction between SMAD proteins has been previously proposed/validated in other contexts (54, 55). In contrast, SMAD3 displayed a more pronounced cofactor shifting: in addition to both being enriched for SMAD motifs, GDF9-treated peaks were preferentially enriched for lineage/developmental motifs, including homeobox modules (HOXA9/11/13 and HOXD11/12/13), NKX factors (NKX2.1, NKX2.5, NKX3.1), compared with controls. 

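PA-tagged SMAD3 differed more between treatments. Its regions with GDF9 held the homeobox core TAAT in 94.8% of cases and those with vehicle in 87.6% (odds ratio 2.59, Fisher exact adjusted p = 1.2e-46). The SOX core ACAAT went the same way, 70.0% against 56.5% (odds ratio 1.8, exact adjusted p = 1.04e-52). The SMAD core went the other way, 15.2% with GDF9 against 24.9% with vehicle (odds ratio 0.541, exact adjusted p = 1.45e-40), as did the TGIF core TGACAG, 20.3% against 26.0% (0.722, exact adjusted p = 1.42e-13). The NKX core did not differ (60.2% and 62.2%, exact adjusted p = 0.0592). Against their own flanks, GDF9 regions were poorer in the SMAD (odds ratio 0.813), NKX (0.922) and TGIF (0.918) cores and richer in the SOX core (1.21). Vehicle regions were richer in the SMAD (1.18) and TGIF (1.15) cores and poorer in the SOX core (0.87). For TAAT, GDF9 regions did not pass against their flanks (odds ratio 1.06, exact p = 0.269) and vehicle regions were poorer (0.811, exact adjusted p = 0.00143). Mean copies per window were 5.29 against 4.50 in flanks with GDF9 and 2.96 against 3.55 with vehicle (not tested). The flanks themselves held it in 94.5% of cases with GDF9 and 89.7% with vehicle, so the surrounding DNA differed in the same direction. Each group is a set of regions from 2 libraries, the base composition of the regions was not matched, and without vehicle replicate 2 the SMAD core of vehicle regions was poorer than flanks (odds ratio 0.935, exact p = 1.25e-09).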

Among peaks from the control group, enriched motifs showed a higher representation of TGIF1/2 (corepressor-associated), SOX family (SOX6/10/21), consistent with a more SMAD-centric, repressive/cofactor-limited context at baseline (56–59). These findings indicate that GDF9 drives SMAD2/3 interactions with transcription-activation-centric modules to initiate context-specific transcriptional programs.

**Fig. 3.**
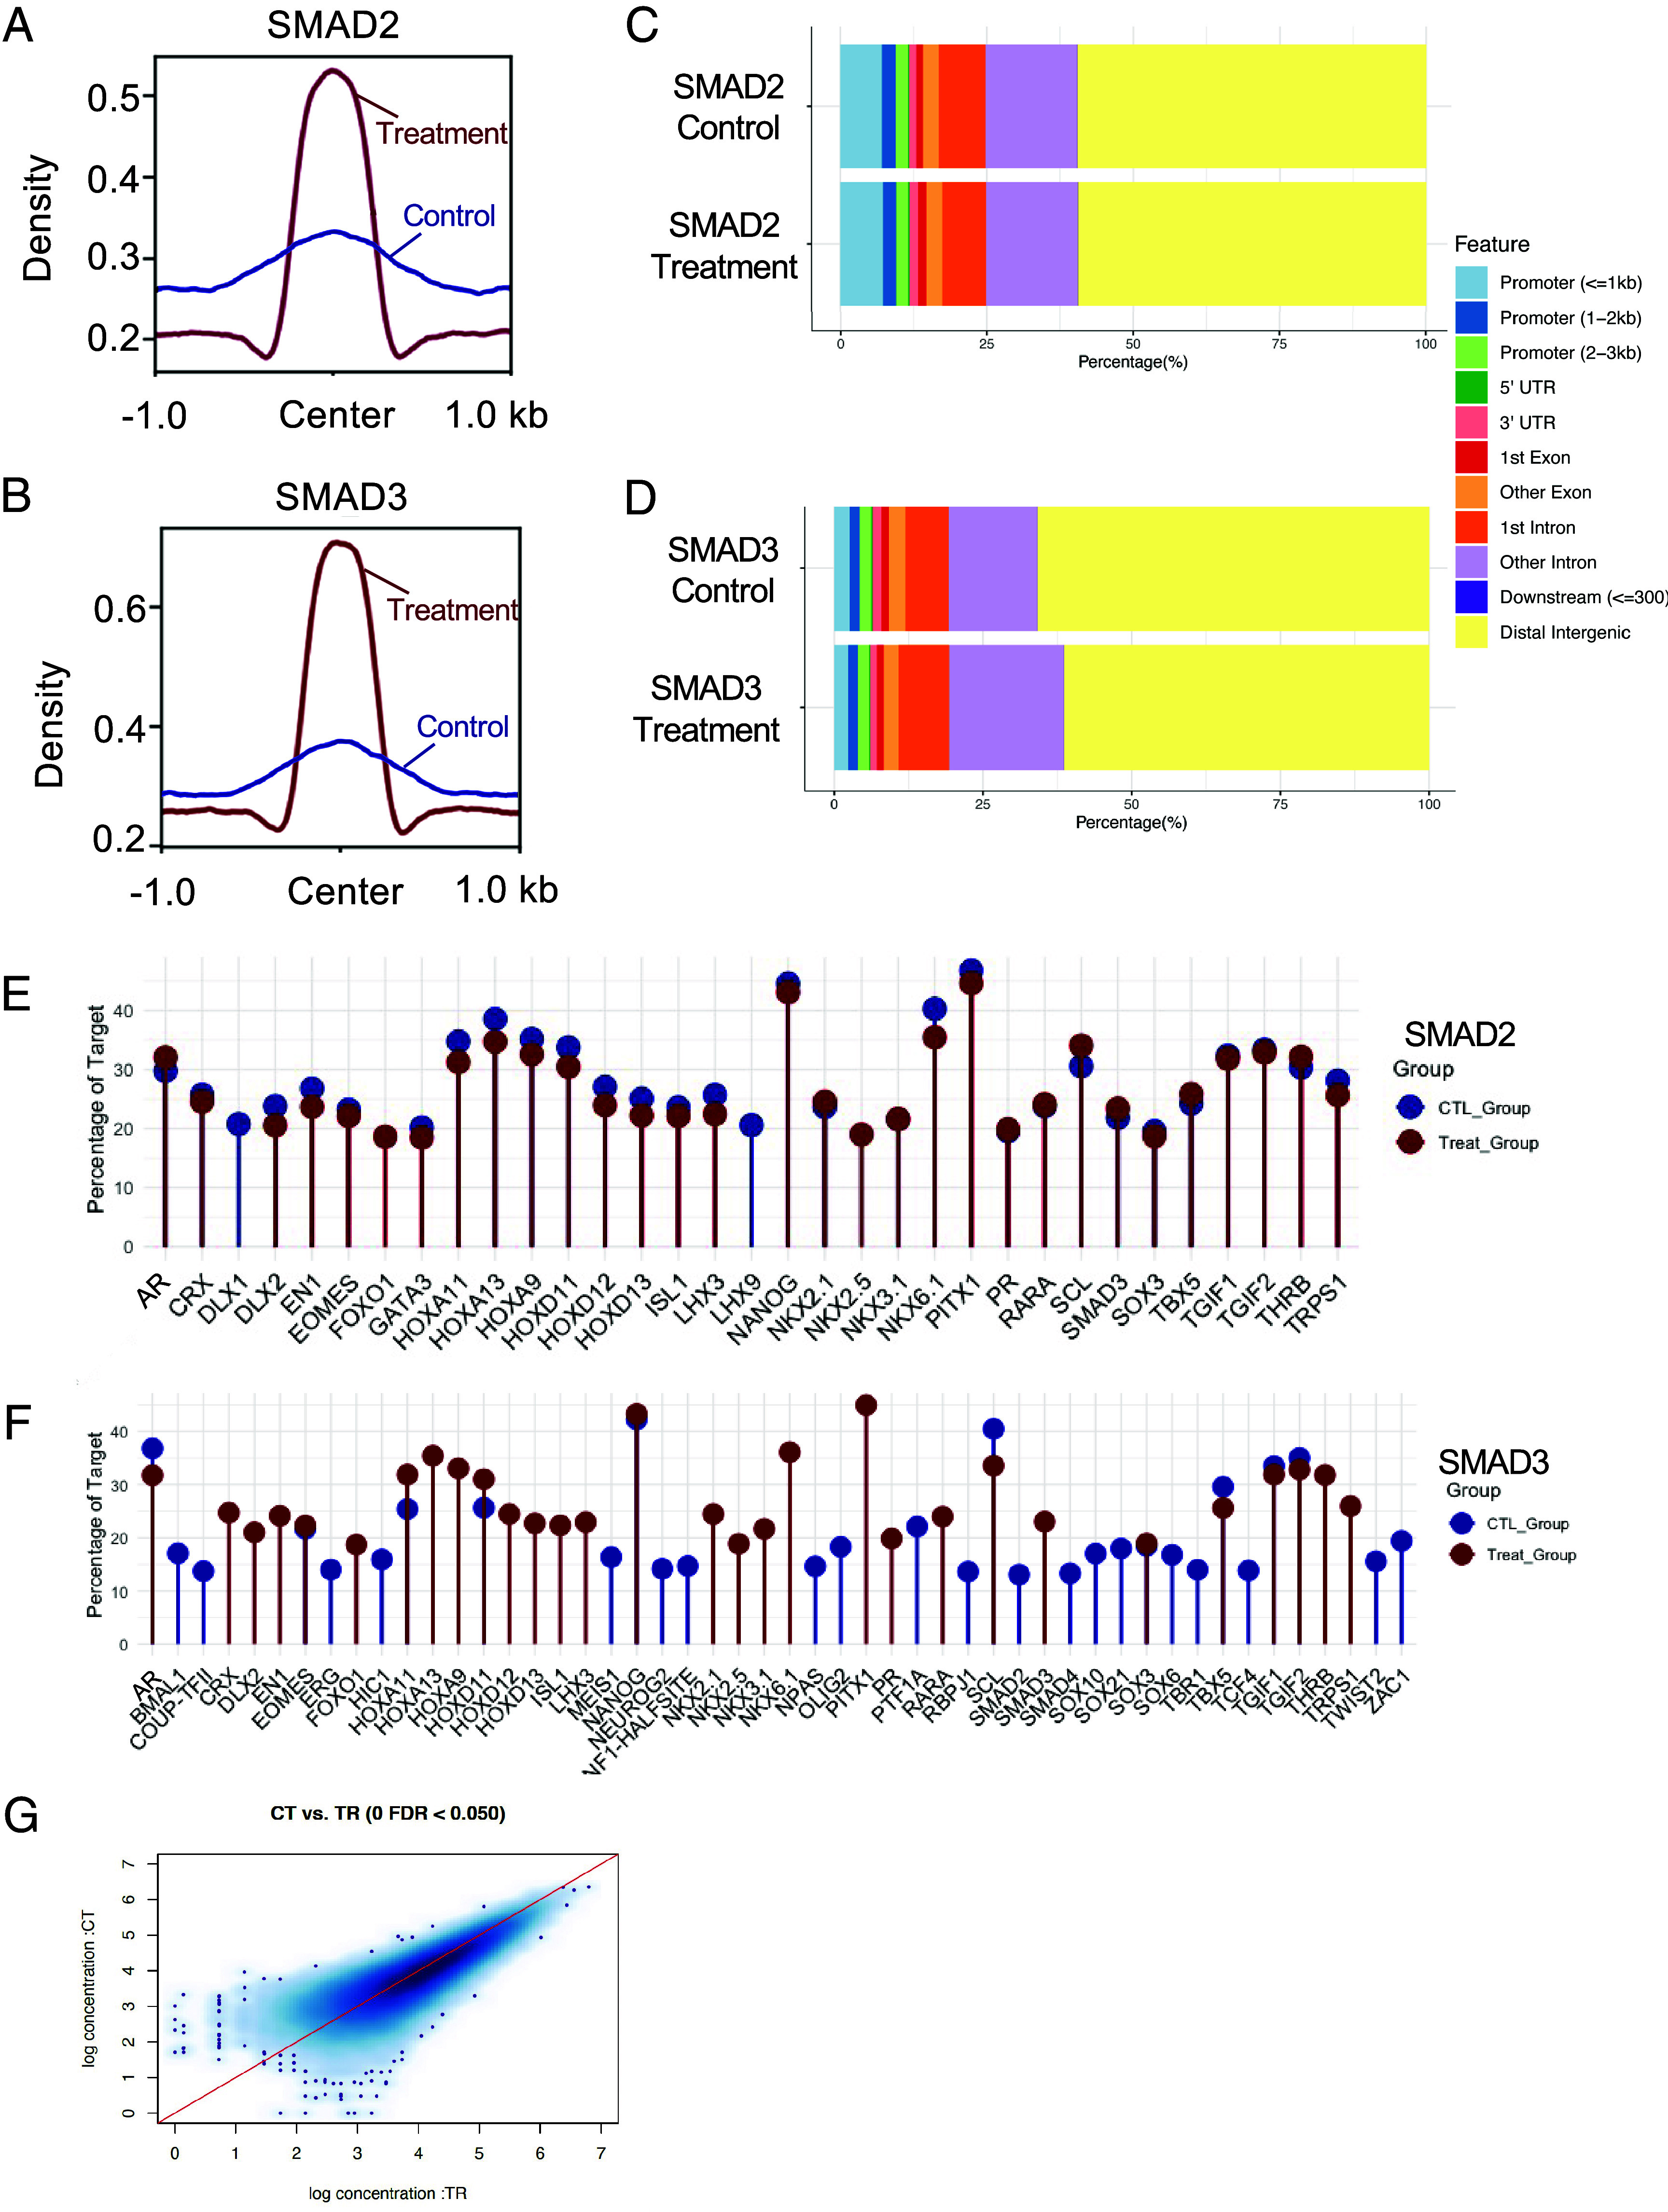
Genomic profiling of SMAD2 and SMAD3 binding activities in mouse granulosa cells. (*A* and *B*) Peak density plots of SMAD2 and SMAD3 in both control and GDF9-treated groups, one biological replicate was used for this exemplary plot. (*C* and *D*) Consolidated bar plot showing the distribution of annotated peaks from SMAD2 and SMAD3 under both control (Control) or GDF9-treated (Treatment) conditions. (*E* and *F*) Motif enrichment results from the SMAD2 (*F*) and SMAD3 (*G*) groups. CTL_Group represents the control group, while Treat_Group represents the GDF9-treated group. (*G*) Mean-Average plot showing the normalized signal intensity for H3K27ac marks between the control (CT) and the GDF9-treated (TR) conditions.

Genome-wide H3K27ac profiles between the control and GDF9 groups were highly concordant. Differential analysis detected no significantly differentially acetylated regions (Fig. 3*G*). 

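Most H3K27ac regions were met by peaks of both treatments, while the marked bases were slightly less alike between treatments than between replicates. In *Smad3* PA/PA cells the Jaccard index of marked bases was 0.542 between replicates (0.541 to 0.543) and 0.534 between treatments (0.533 to 0.535, 4 pairs). In *Smad2* HA/+ cells these means were 0.769 (0.766 to 0.771) and 0.754 (0.747 to 0.763). Of 20416 H3K27ac regions in both replicates of GDF9-treated *Smad3* PA/PA cells, 2.99% met no peak of vehicle-treated cells, and of 21335 vehicle regions 5.91% met no GDF9 peak. In *Smad2* HA/+ cells these shares went the other way, 7.44% of GDF9 regions and 0.542% of vehicle regions. Signal within shared regions was not compared, so gain or loss of acetylation there is not seen here.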

With robust library QC metrics (fragment-length mononucleosome mode, duplication rate) matched, the likelihood of technical confounders is minimized. Notably, prior studies have shown that chromatin accessibility and enhancer acetylation can change rapidly, often within 1 to 2 h of stimulation, when signaling induces global chromatin accessibility remodeling, indicating that our 4-h exposure is sufficient to detect such effects if present (60, 61). 

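SMAD2 regions of GDF9-treated cells overlapped the H3K27ac regions of vehicle-treated cells in 18.7% of cases (1681), against 5.39% of shuffled regions (permutation p = 0.0198). For SMAD2 regions of vehicle-treated cells the share was 9.74% against 5.64%, and for SMAD4 regions 33.6% (GDF9) and 26.2% (vehicle) against 6.23% and 6.41%. PA-tagged SMAD3 went the other way. With GDF9, 1.69% of its regions (163) lay on H3K27ac of vehicle-treated cells against 5.10% of shuffled regions, a ratio of 0.33, and with vehicle 3.31% against 5.70%. Each single PA list of GDF9-treated cells gave 2.12% and 2.02%, and each single SMAD2 list 8.53% and 7.88%. Against shuffled peaks these are ratios of 0.39 and 0.413 (PA) and of only 1.54 and 1.56 (SMAD2), where SMAD2 regions of both replicates had 3.46. From unchanged H3K27ac the paper proposes that GDF9 acts mainly by bringing SMAD2 and SMAD3 to chromatin that is already active. All 6 comparisons reached the smallest p that 100 shuffles can give, and with 2 replicates per antibody the order of the antibodies was not tested.

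**Figure D3:**
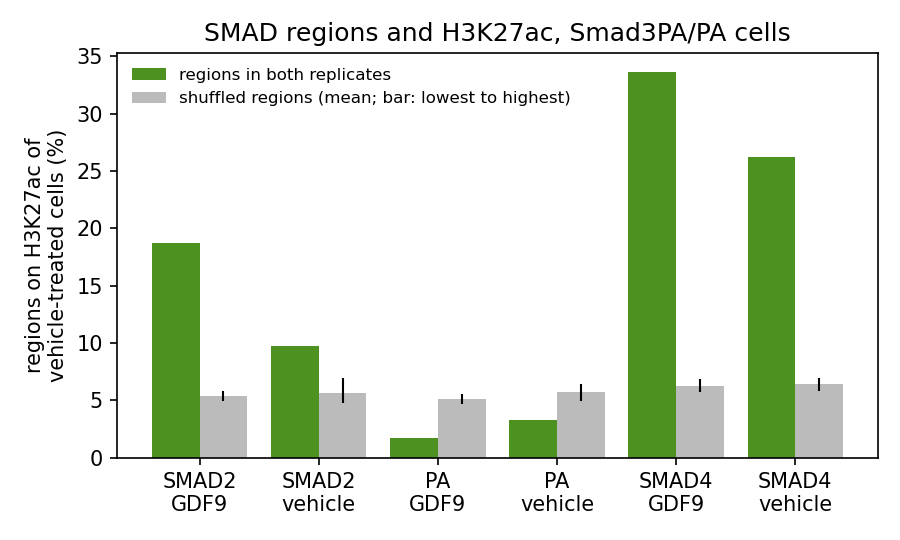
Share of SMAD2, PA and SMAD4 regions (both replicates, green) that overlap H3K27ac regions of vehicle-treated *Smad3* PA/PA cells, beside shuffled regions (gray, mean, with bars from lowest to highest).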

The absence of detectable H3K27ac changes at this time point therefore suggests that downstream transcriptional effects driven by GDF9 are mediated primarily through targeted SMAD2/3 recruitment to preexisting active chromatin, rather than through widespread remodeling of the chromatin accessibility landscape.

We next compared the performance of a native SMAD2 antibody with an anti-HA antibody for mapping genomic SMAD2 binding using the *Smad2*^HA/+^ epitope–tagged line. The two assays identified largely overlapping target sets, with 83.14% and 82.44% of binding genes shared under control and GDF9-stimulated conditions, respectively (Fig. 4*A* and Dataset 4), indicating highly concordant SMAD2 occupancy. 

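In GDF9-treated *Smad2* HA/+ cells, regions of the SMAD2 antibody lay at 9081 genes and regions of the HA antibody, which sees only tagged SMAD2, at 10950. They shared 8004 genes, 66.6% of all bound genes, 88.1% of those of SMAD2 and 73.1% of those of HA. With vehicle, SMAD2 lay at 10419 genes and HA at 12050, sharing 9621, which is 74.9% of all, 92.3% of those of SMAD2 and 79.8% of those of HA. A gene counted as bound with a region within 3 kb of a start site or in an untranslated region, an exon or the first intron. No test was run, since each share is 1 number from merged replicates.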

We performed a similar comparison for SMAD3 using native SMAD3 and anti-PA antibodies, observing that 77.15% (control) and 69.17% (GDF9-stimulated) of bound genes were shared between the two antibodies (Fig. 4*B* and Dataset 5). 

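Native SMAD3, mapped in *Smad2* HA/+ cells, lay at 11330 genes with GDF9 and 12549 with vehicle. PA-tagged SMAD3, mapped in *Smad3* PA/PA cells, lay at 921 and 560. The antibodies shared 417 genes with GDF9, 3.52% of all bound genes and 45.3% of those of PA, and 287 with vehicle, 2.24% of all and 51.2% of those of PA. The comparison also crosses mouse lines, because SMAD3 and PA lists come from different lines. With peaks of replicate 2 alone the share with GDF9 was 23.7% of all bound genes and 67.8% of those of PA. With replicate 1 alone these shares were 22.8% and 64.5%. In these lists native SMAD3 lay at 14559 (replicate 2) and 13807 (replicate 1) genes. The shares expected by chance were not computed.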

Notably, the anti-HA antibody consistently yielded higher peak densities, resulting in increased normalized read depth and an improved signal-to-noise ratio at shared sites (Fig. 4*C*). The anti-PA antibody likewise demonstrated a modestly stronger signal relative to the SMAD3 antibody (Fig. 4*D*). Collectively, these data validate the HA- and PA-tagged approaches as robust and complementary strategies for quantitative, genome-wide mapping of endogenous SMAD2 and SMAD3, as well as for downstream integrative analyses.

**Fig. 4.**
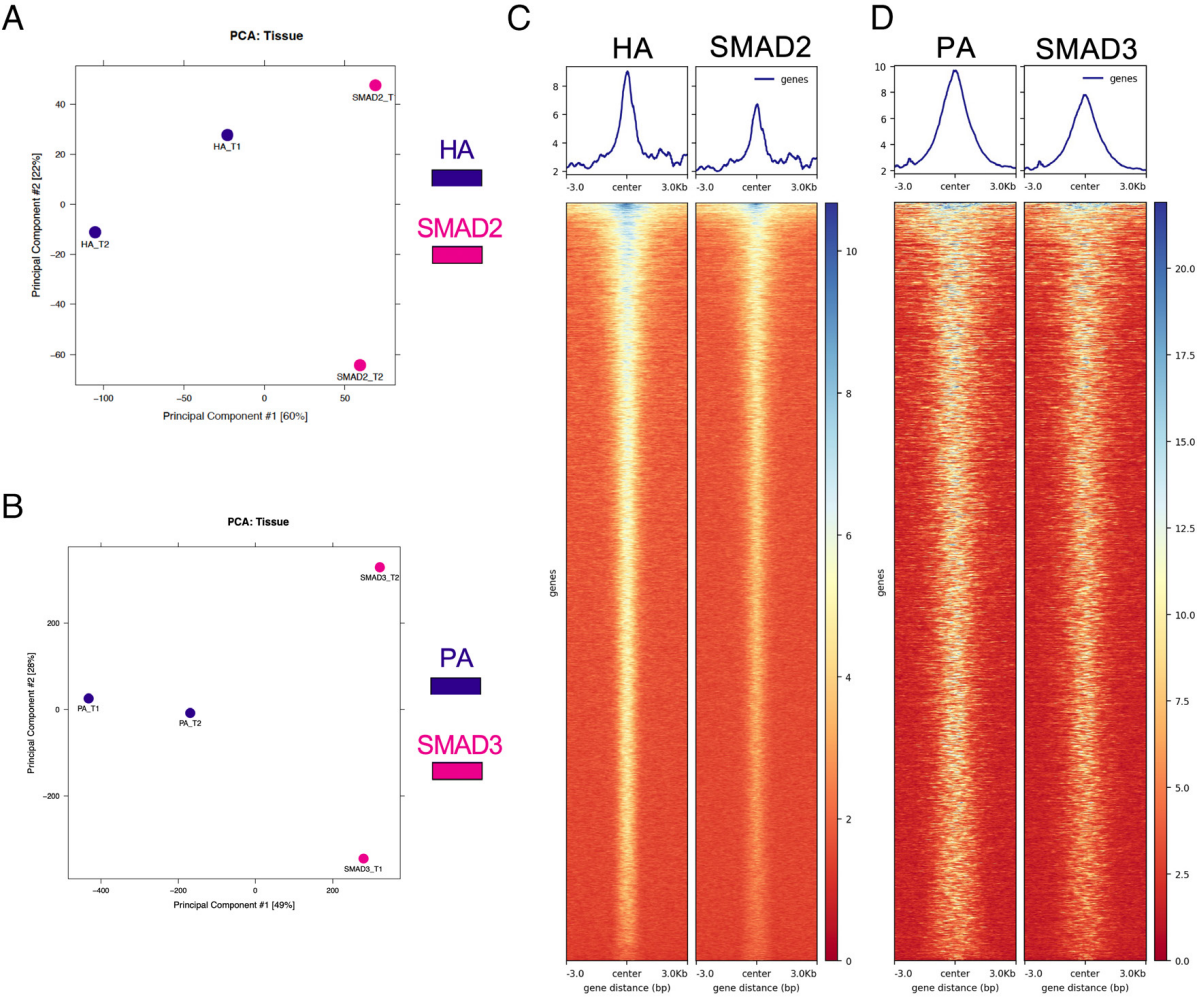
Systematic characterizations of SMAD2, HA, SMAD3, and PA marks. (*A*) Principal component analysis plot of the CUT&RUN results from SMAD2 and HA antibodies under the GDF9 treatment condition. (*B*) Principal component analysis plot of the CUT&RUN results from SMAD3 and PA antibodies under the GDF9 treatment condition. (*C*) Peak density plot of CUT&RUN results from SMAD2 and HA antibodies under the GDF9 treatment condition. (*D*) Peak density plot of CUT&RUN results from SMAD3 and PA antibodies under the GDF9 treatment condition.

### Direct Target Genes of GDF9-SMAD2/3 Axis Direct the Physiological Transformation of Granulosa Cells During Oocyte Maturation.

To define direct GDF9-SMAD2/3 targets in mouse granulosa cells, we integrated our matched RNA-seq with SMAD2/3/4 CUT&RUN maps (Datasets 6–11). First, we intersected differentially expressed genes after GDF9 stimulation with genes bearing SMAD2 or SMAD3 peaks (within promoter ±3 kb, UTR, exon or first intron), respectively (Fig. 5 *A* and *B*). This yielded 590 SMAD2-associated and 578 SMAD3-associated direct targets, indicating broad, ligand-responsive SMAD occupancy at the indicated loci. 

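SMAD2 regions of *Smad3* PA/PA cells, of either treatment, lay at 57 of the 363 called genes that have an annotated locus (40 higher and 17 lower with GDF9). That is 15.7% of called genes against 14.2% of the other tested genes (odds ratio 1.12, Fisher exact p = 0.403). Among the 57, 52 were bound only in GDF9-treated cells and 3 only in vehicle-treated cells, while replicate 1 alone gave 61 and 54 and replicate 2 alone 131 and 27. PA-tagged SMAD3 lay at 16 called genes (11 higher, 5 lower), 4.41% against 3.47% (odds ratio 1.28, exact p = 0.311), 9 of them bound only with GDF9 and 7 only with vehicle. Gene length here is that of the footprint, the parts in which a region counts as binding the gene. Within classes of similar gene length the odds ratios were 1.11 for SMAD2 and 1.07 for PA. Each replicate alone placed SMAD2 at 240 (replicate 1) and 211 (replicate 2) called genes, with odds ratios of 1.29 and 1.3, and PA at 144 and 179, with 1.29 and 1.24 (exact p = 0.0221, 0.0163, 0.0211 and 0.0471 in that order). Within the length classes these 4 odds ratios were 1.17, 1.16, 1.09 and 1.07, and none passed.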

We then aimed to refine the high-confidence direct targets by requiring that gene candidates i) are differentially expressed upon GDF9 stimulation and ii) harbor a SMAD2 or SMAD3 peak within regulatory intervals (promoter ±3 kb, UTR, exon or first intron). This integrative filter produced a concise set of direct targets (Fig. 5*C* and Dataset 12), comprising 349 core up-regulated and 233 core down-regulated genes. 

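Called genes with a SMAD2 or PA region of GDF9-treated cells numbered 44 higher and 16 lower. They are 16.0% of the 275 higher and 18.2% of the 88 lower genes with a locus, against 15.0% of tested genes that were not called. *Egr1*, *Fos* and *Ier2*, immediate early transcription regulators, *Timp3*, an inhibitor of matrix proteases, and the noncoding RNAs *Malat1* and *Neat1* were among the higher ones. *Nfe2l2*, which encodes a regulator of oxidative stress genes, *Sdc2*, a heparan sulfate proteoglycan gene, and *Sp3* were among the lower ones (these 3 were chosen after their values were seen). A larger share of nuclear RNA in the GDF9 libraries, weighed further below, would raise *Malat1* and *Neat1* too. *Ier2*, *Timp3*, *Nfe2l2*, *Sdc2* and *Sp3* each lost their calls in at least 1 fit that left out 1 library. *Egr1*, *Fos*, *Malat1* and *Neat1* kept theirs. In GDF9-treated cells both SMADs bound 2 of the higher and 1 of the lower genes. With 1 replicate left out, 147 to 164 higher and 61 to 65 lower genes were bound in GDF9-treated cells. Regions of either treatment, counted after these values were seen, gave 47 higher and 20 lower genes.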

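At *Tnfaip6* on chromosome 2, SMAD2 peaks appeared only with GDF9, 2 in replicate 1 and 4 in replicate 2, and none coincided in both. Those nearest its start lay at 52037628 to 52038290 (replicate 1, at the promoter) and 52039016 to 52039564 (replicate 2, reaching the first intron). PA had 1 peak there, in GDF9 replicate 2, over an exon at 52043774 to 52044404. H3K27ac was present in both replicates of both treatments. At *Plau* on chromosome 14, a protease gene, SMAD2 had 3 peaks in GDF9 replicate 1, 1 of them at the promoter (20834679 to 20835281), none in replicate 2 and 1 in vehicle replicate 1 (20835380 to 20835909). PA had 1 peak at *Plau*, in vehicle replicate 2. H3K27ac recurred only with vehicle, and only upstream (20830749 to 20833905 and 20830346 to 20832895). Over the start site it had 1 peak in each treatment, in vehicle replicate 2 (20834965 to 20837356) and GDF9 replicate 1 (20834114 to 20837356). With peaks that differ between replicates at these loci, no difference between treatments was tested.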

Genome browser (IGV) tracks illustrate two established GDF9 targets-TNF α induced protein 6 (*Tnfaip6*) (up-regulated) and urokinase plasminogen activator (*Plau*) (down-regulated) with dense SMAD2/3 CUT&RUN signal. We also highlight two additionally nominated direct targets, *Lama2* and *Atf*, drawn from the core up-regulated and core down-regulated sets, respectively (Fig. 5*D*).

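*Lama1*, which encodes a laminin chain of the basal lamina, had no SMAD2 or PA region in both replicates of either treatment. Its SMAD2 peaks numbered 3 and 1 in the 2 vehicle lists and 3 and 1 in the GDF9 lists. With GDF9 they included a promoter peak at 67696258 to 67697042 (replicate 1) and a first-intron peak at 67704230 to 67704790 (replicate 2) on chromosome 17. With vehicle, first-intron peaks lay at 67704598 to 67705690 (replicate 1), overlapping that of GDF9 replicate 2, and at 67702803 to 67703341 (replicate 2). PA had 1 peak at *Lama1*, at the promoter in GDF9 replicate 1 (67695795 to 67696289). SMAD4 recurred at different places. With vehicle it was in the first intron (67705931 to 67706785 and 67706480 to 67707164). With GDF9 it was upstream, outside the promoter (67690376 to 67691750 and 67690795 to 67691245), where vehicle replicate 2 had a peak too. H3K27ac recurred at *Lama1* in both treatments. Its relative *Lama2*, bound by PA in both GDF9 replicates, had 43.8 ± 9.23 normalized counts against 26.4 ± 1.56 (mean ± SD, n = 2 each, log2 fold change 0.70, SE 0.25, limma adjusted p = 0.141). *Atf3*, a stress-response transcription factor gene, had a SMAD2 region in both GDF9 replicates, at 191182669 to 191183756 and 191182436 to 191183775 on chromosome 1. A peak lay there in vehicle replicate 1 too, at 191182336 to 191183317. *Atf3* mRNA stood at 20.8 ± 1.98 against 28.4 ± 6.13 (−0.42, SE 0.29, adjusted p = 0.528), so neither *Lama2* nor *Atf3* passed.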

**Fig. 5.**
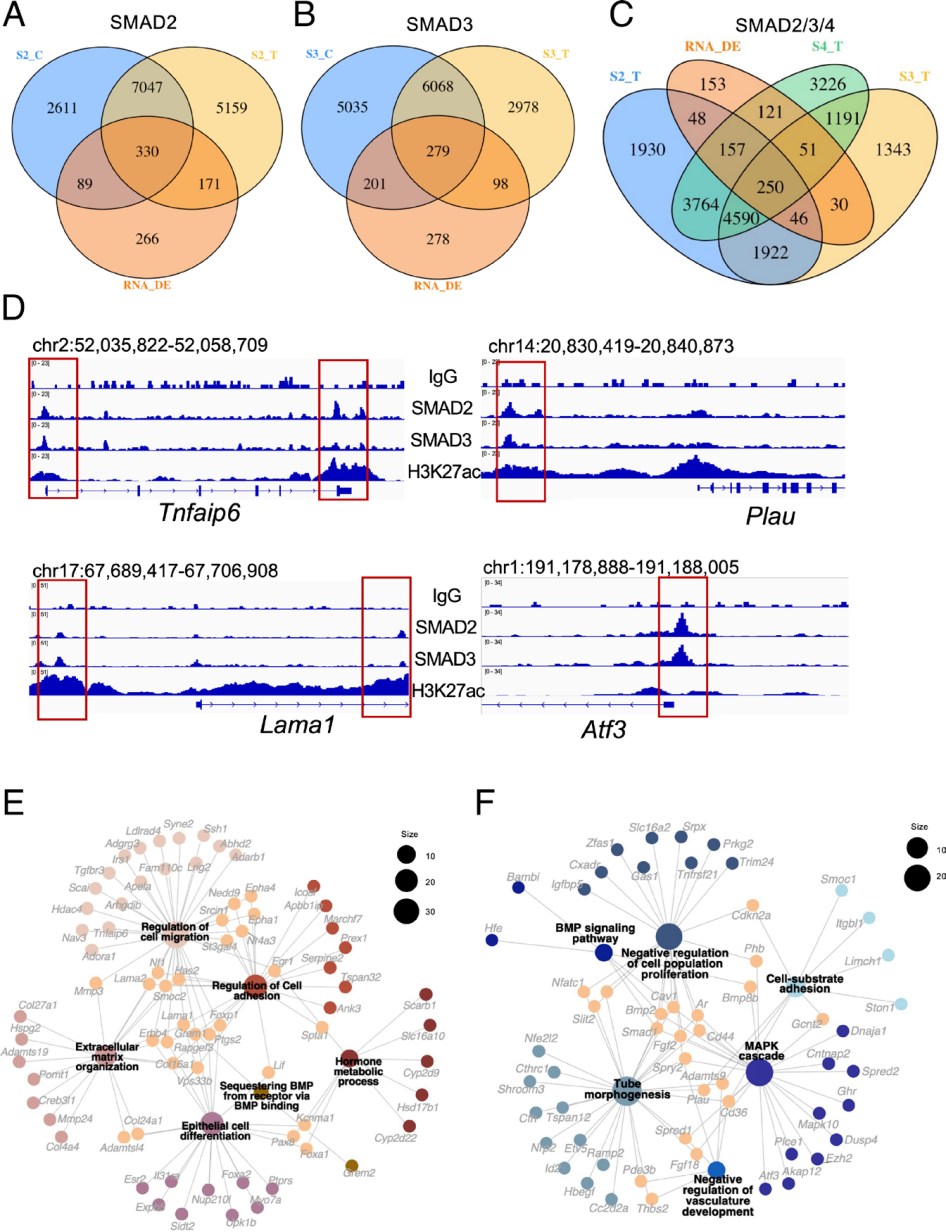
Identification of the direct target genes of the GDF9-SMAD2/3 signaling axis. (*A*–*C*) Venn diagrams showing the shared and unique genes bound by SMAD2 (*A*), SMAD3 (*B*), and SMAD4 (*C*). S2 represents SMAD2 groups, S3 represents SMAD3 groups, S4 represents SMAD4 groups. _C represents the control condition, and _T represents the GDF9 treatment conditions. RNA_DE represents the genes that are differentially expressed from the RNA-seq results. (*D*) Integrative Genomics Viewer (IGV) track view of the exemplary loci of the direct targets of SMAD2 and SMAD3, H3K27ac denotes the active chromatin regions. Genomic coordinates labeled correspond to the mm10 genome. (*E* and *F*) Gene-concept network plot visualizing the core up-regulated target genes (*E*) and down-regulated target genes (*F*) identified in our analysis. Circle packing nodes represent enriched categories linked to target genes, with node size corresponding to the number of genes associated with each category.

Gene-Concept Network plot analysis of the core GDF9-regulated genes revealed coherent, pathway-level rewiring (Fig. 5 *E* and *F*). Among the up-regulated core set (Fig. 5*E*), genes converged on extracellular matrix organization, regulation of cell adhesion/migration, and epithelial cell differentiation, with additional enrichment for hormone metabolic processes and sequestering BMP from receptors. 

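Of 28 tested genes of extracellular matrix structure 3 rose and 0 fell (5 and 0 over the list alone), though the list did not stand apart from other genes (camera adjusted p = 0.209). *Lama1* rose from 9904 ± 89.9 to 13250 ± 175 normalized counts (mean ± SD, n = 2 each, log2 fold change 0.42, SE 0.03, limma adjusted p = 1.19e-10). The basement membrane genes *Hspg2* (14530 ± 131 to 17180 ± 1120, 0.24, adjusted p = 3.56e-05) and *Col4a4* (2399 ± 91.7 to 2781 ± 82.5, 0.21, adjusted p = 0.00255) rose with it. *Col24a1* did not pass (0.21, adjusted p = 0.81), and *Col2a1* was too low to test, at 2.01 and 0.97 with GDF9 and 0 in both vehicle libraries. Among 19 genes of matrix proteases and their inhibitors, 2 inhibitor genes rose, *Serpine2* (0.21, adjusted p = 5.62e-05) and *Timp3* (0.20, adjusted p = 0.000206). The protease genes *Plau*, *Adamts1*, *Adamts5* (−0.21, adjusted p = 0.0188) and *Adamts9* (945 ± 33.8 to 644 ± 10.4, adjusted p = 1.73e-07) fell, giving 3 up and 4 down over the list alone (camera adjusted p = 0.859). Of 21 integrin and adhesion genes 1 rose with both adjustments, the collagen receptor gene *Itga2* (0.42, adjusted p = 0.0202). *Pomt1*, which encodes a mannosyltransferase that modifies a laminin receptor, rose (530 ± 46.4 against 429 ± 33.6, 0.31, adjusted p = 0.021). *Adamtsl4* did not pass (0.22, adjusted p = 0.0581). It was called without GDF9 replicate 2 (0.26), with a term for the replicate number and at an unadjusted p under 0.05, among other settings. The study names 3 of the matrix structure genes and 3 of the protease and inhibitor genes. *Col4a4* lost its call without vehicle replicate 2 (log2 fold change 0.175), and *Pomt1* without GDF9 replicate 1 (0.216) or vehicle replicate 2 (0.225). *Hspg2*, *Timp3*, *Itga2*, *Adamts1* and *Adamts5* each lost their calls in at least 1 fit that left out 1 library. *Lama1*, *Serpine2*, *Plau* and *Adamts9* kept theirs in all such fits.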

Central connectors included classic cumulus-expansion genes [e.g., hyaluronan synthase 2 (*Has2*), prostaglandin-endoperoxide synthase 2 (*Ptgs2*), and *Tnfaip6*] (30, 36, 40). and matrix/adhesion components (e.g., *Lama1/2*, *Col2a1*/*Col24a1*, and *Adamts* family), which encode basal-lamina components and ECM proteases that sculpt the perioocyte matrix (62–65), echoing a model of GDF9-driven microenvironmental remodeling in granulosa cells. In contrast, the down-regulated core set (Fig. 5*F*) mapped to MAPK cascade, BMP signaling, cell-substrate adhesion, tube morphogenesis, and negative regulation of cell-population proliferation, with hubs such as *Spry2*, *Plau*, *Fgf2*, and *Bmp2*. 

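*Plau* fell from 685 ± 20.9 to 509 ± 8.64 normalized counts with GDF9 (mean ± SD, n = 2 each, log2 fold change −0.43, SE 0.07, limma adjusted p = 7.23e-05). *Bmp2*, which encodes a ligand of the SMAD1/5 branch, fell from 23.5 ± 10.6 to 7.36 ± 3.28 (−1.54, SE 0.42, adjusted p = 0.0315). *Spry2*, an inhibitor of receptor kinases, had 248 ± 27.9 against 302 ± 23.2 (−0.28, adjusted p = 0.123), and the growth factor gene *Fgf2* had 10.4 ± 5.18 against 11.9 ± 0.651 (−0.26, adjusted p = 0.835), and neither passed. Of 21 MAPK pathway and feedback genes 1 rose, *Ier3* (0.21), and 2 fell, the phosphatase gene *Dusp4* (−0.25, adjusted p = 0.00571) and the inhibitor gene *Spred1* (451 ± 10.8 to 347 ± 25.2, −0.38), with 1 and 3 over the list alone (camera adjusted p = 0.446). Of 19 BMP pathway genes 1 rose, the antagonist gene *Grem1* (1378 ± 2.32 to 2033 ± 19.1, 0.56, adjusted p = 5.35e-10), and 1 fell, *Bmp2*, also over the list alone (camera adjusted p = 0.838). The BMP response genes *Id1* (−0.11, adjusted p = 0.443), *Id2* (−0.19, adjusted p = 0.133) and *Id3* (−0.04, adjusted p = 0.764) did not pass. None of *Plau*, *Bmp2*, *Spry2* and *Fgf2* had a SMAD2 or PA region in both replicates. The study names 3 genes of each list. *Bmp2* lost its call without GDF9 replicate 1 (log2 fold change −1.13) or vehicle replicate 1 (−1.08), while *Spry2* passed without GDF9 replicate 2 (−0.40). *Dusp4*, *Spred1* and *Ier3* each lost their calls in at least 1 fit that left out 1 library. *Plau* and *Grem1* kept theirs in all such fits.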

Functionally, *Fgf2/Spry2* dampens receptor-tyrosine-kinase/MAPK signaling; its repression is consistent with granulosa cell differentiation programs (66). *Plau* promotes extracellular matrix proteolysis; lowering *Plau* would stabilize the pericumulus matrix during the granulosa cell expansion (40, 67). Finally, *Bmp2* as a direct down-regulated target suggests attenuation of SMAD1/5/9 cross-talk, emphasizing the signaling balance between SMAD2/3 versus SMAD1/5 that drives the dedicated transcriptional state in granulosa cells (36). These network analyses indicate that GDF9 activates gene programs that promote matrix assembly and adhesive remodeling while attenuating MAPK/BMP signaling cascades and suppressing proliferation circuits, aligning with the observed SMAD2/3 binding shifts and the functional transition of granulosa cells during follicular maturation.

### GDF9-SMAD2/3 Direct Targets are Enriched in the Granulosa Cells and Align with Luteinizing Hormone-driven Preovulatory Signaling.

To contextualize our direct targets in vivo, we projected the core GDF9-SMAD2/3 gene sets onto a published single-cell ovary atlas (68) and analyzed the expression patterns across cell types. (Dataset 12) The up-regulated direct targets discussed here (e.g., *Hdac4*, *Pomt1*, *Lama1*, *Kcnma1*) were selectively enriched in the granulosa cluster, which is consistent with our cellular input and the cell type upon which GDF9 signaling is biologically active (Fig. 6*A*). Age-stratified analysis in the young (3-mo-old) and old (9-mo-old) showed that the core-up-regulated genes have higher expression levels in young ovaries and are blunted in older ovaries, whereas the core-down-regulated direct-target set displayed the opposite pattern, increasing with age (Fig. 6*B*). These trends suggest that ovarian aging is accompanied by a rebalancing away from GDF9-driven matrix/adhesion programs toward MAPK/BMP and proteolytic cues, potentially contributing to impaired cumulus expansion, suboptimal oocyte competence, and altered follicle dynamics. To further address whether age-associated differences in GDF9-SMAD2/3 target gene expression reflect changes in cellular composition rather than general transcriptional attenuation, we examined changes in cell percentages across age groups within the previously annotated granulosa cell subclusters (68). In addition to increased average expression in older ovaries, several core GDF9-down-regulated targets [e.g., *Plau* or mitogen-activated protein kinase 10 (*Mapk10*)] exhibited an increase in the proportion of antral and preantral granulosa cells with age, as visualized by reduced dot sizes and diminished cell-percentage heatmap signal (*SI Appendix*, Fig. S3). These findings indicate that ovarian aging is accompanied not only by global dampening of GDF9-responsive gene expression (69) but also by shifts in emphasis to antral and preantral granulosa cells engaging this transcriptional program, consistent with emerging models of age-related cellular heterogeneity (70). Together, these data support a dual mechanism whereby aging alters both the magnitude of GDF9-SMAD2/3 signaling output and the cellular composition distribution within granulosa cell populations, potentially contributing to compromised follicular support functions.

**Fig. 6.**
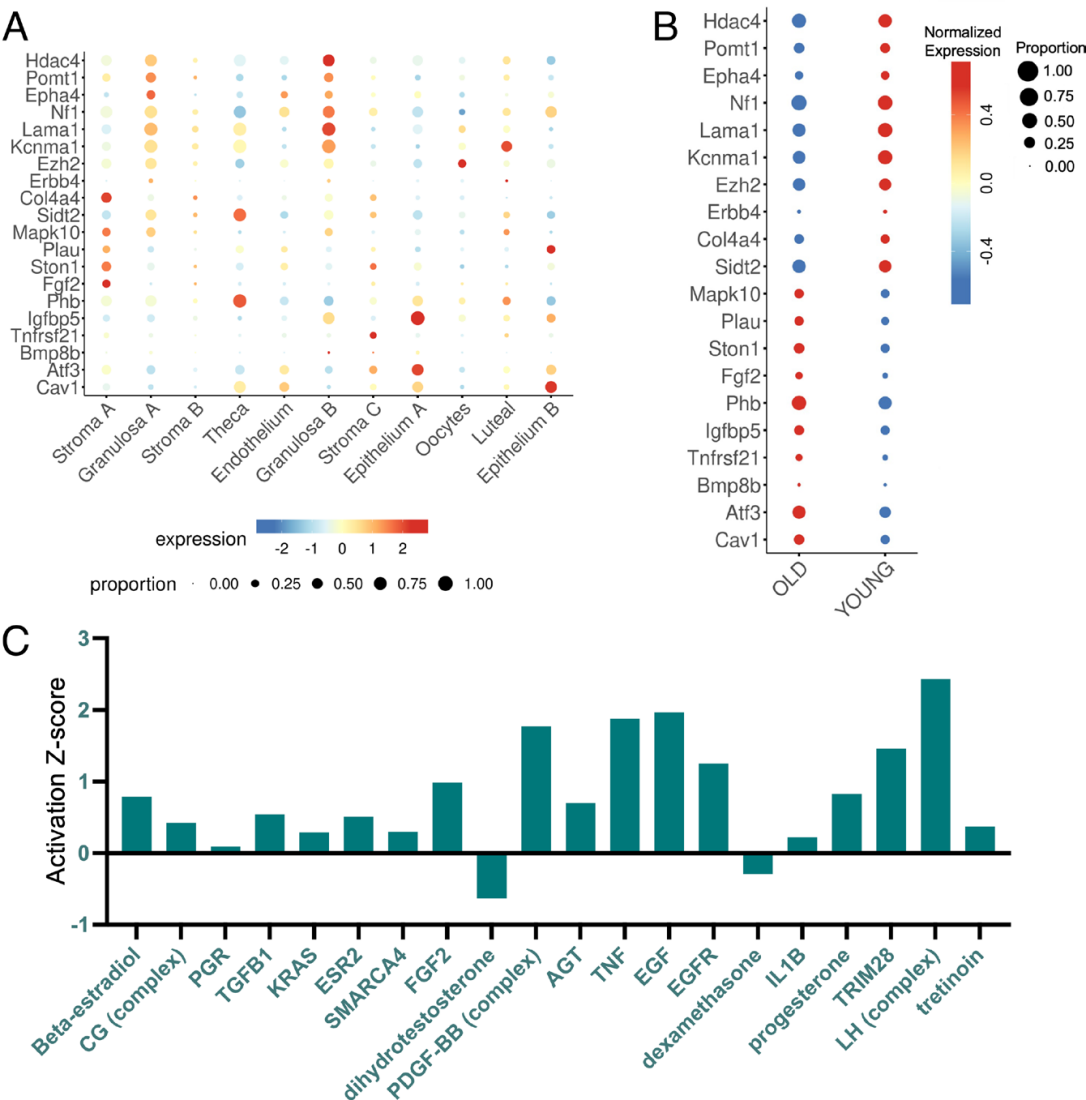
Expression patterns of the core-direct target genes in the mouse ovary. (*A*) Bubble plot visualizing the expression levels of the direct target panel across different cell types in the mouse ovary. Dot size represents the percentage of cells expressing each respective gene. Dot color represents the averaged expression levels. Single-cell RNA-seq data were accessed through the GEO deposition of GSE232309, with cell types annotated as previously described (68). (*B*) Bubble plot visualizing the expression levels of the direct target panel from the old and young mouse ovary. (*C*) Visualization of the upstream regulator analysis in the Ingenuity Pathway Analysis. The Activation z-score indicates the predicted activation (positive value) or inhibition (negative value) relationship.

To infer the upstream transcriptional cues that may cooperate with or oppose the GDF9-SMAD2/3 signaling axis, we performed upstream regulator analysis of the GDF9-SMAD2/3 core-direct target genes using the Ingenuity Pathway Analysis tool. Our results predicted a shift toward gonadotropin and growth-factor signaling (Fig. 6*C*). Notably, luteinizing hormone (LH) emerged as the strongest predicted activator (highest activation Z-score), consistent with the timing of GDF9 action during the preovulatory window (71). Additional strong predicted activators included EGF/EGFR, TNF, and PDGF-BB, suggesting that GDF9-SMAD2/3 transcriptional outputs converge with growth factor and inflammatory remodeling inputs to support follicular maturation, ECM remodeling, and cumulus expansion (72, 73). Additionally, a more moderate enrichment toward beta-estradiol/ESR2, progesterone/PGR, TGFβ1, FGF2, AGT, SMARCA4, and TRIM28 was observed. In contrast, dihydrotestosterone and dexamethasone scored negatively, indicating the predicted inhibitory effect of androgen and glucocorticoid for the GDF9-driven transcriptional changes.

Collectively, these predictions are consistent with a pro-ovulatory, pro-cell differentiation environment: GDF9-induced gene programs align with LH pathway activation and ECM/adhesion remodeling, while anti-inflammatory/glucocorticoid and androgenic inputs can attenuate such process. This regulatory signature supports the model that GDF9 engages SMAD2/3 while cooperating with gonadotropin functions to drive granulosa-cell differentiation and cumulus expansion.

## Discussion

The SMAD2 and SMAD3 transcription factors are the signal transduction hub for the versatile signals emitted by TGFβ superfamily members (74). Ligands, including TGFβs, activins, BMP15, and specifically GDF9, which was investigated in this study, preferentially signal through SMAD2/3 complexes (74). While structurally similar, SMAD2 and SMAD3 have distinct roles in various biological processes [i.e., embryonic development (75)] and disease contexts [i.e., cancers (76)]. To overcome long-standing technical limitations in mapping specific SMAD2 and SMAD3 genomic occupancy, we generated knock-in mouse models harboring endogenous epitope tags in the SMAD2 (HA tag) and SMAD3 (PA tag) loci. These mouse lines enable a stable and universal platform for high-fidelity dissection of TGFβ superfamily biology across tissues and physiological states. Compared to native SMAD2 antibodies, our HA-tagged SMAD2 model enables highly consistent immunoprecipitation results using a well-characterized HA antibody, yielding a substantially stronger signal-to-noise ratio and cleaner backgrounds in the CUT&RUN profiling (Fig. 4 *C* and *D*). In addition, the HA-tagged SMAD2 and PA-tagged SMAD3 mouse lines can improve detection sensitivity for weak or transient binding, without the issue of structural masking (i.e., conformational changes, posttranslational modifications). Our endogenous tagging approach also circumvents the overexpression artifacts that introduce complicated stoichiometry or dosage effects. Collectively, these advantages make our tagged mouse models a next-generation reference platform, enhancing our ability to reveal previously unrecognized SMAD2/3 regulatory functions with precise spatial and temporal resolution.

In our study, we integrated RNA-seq results with SMAD2/3 genomic profiling to define a high-confidence catalog of direct GDF9 targets, exemplifying the potential usage of our mouse models in ovarian biology studies. This catalog includes canonical cumulus-expansion genes (e.g., *Has2*, *Ptgs2*, *Tnfaip6*, *Ptx3*) and additionally nominated candidates (e.g., *Lama1*, *Col4a4*, *Pomt1*, *Adamtsl4*) that are actively transcribed in granulosa cells. These genes converge on extracellular matrix assembly, adhesion remodeling, and cell migration, which are essential for ovarian follicle growth, granulosa cell cumulus expansion, and ovulation. The expanded target set refines the transcriptional wiring downstream of GDF9 and highlights previously underappreciated cofactors that are positioned to modulate granulosa cell transformation and improve follicular competence. Our data support the model in which oocyte-derived GDF9 triggers SMAD2/3 translocation into the nucleus and binding at preacetylated regulatory elements in granulosa cells, thereby activating ECM/adhesion gene programs.

Our results not only identified direct genes that are activated by the GDF9-SMAD2/3 axis, but also uncovered another major functional aspect of GDF9 signaling: coordinated suppression of defined transcriptional programs. While GDF9 is classically explored as a ligand that activates gene expression programs during ovarian follicle maturation, we demonstrate that GDF9 signaling through SMAD2/3 can also directly attenuate gene classes linked to MAPK/BMP pathways, cell-substrate adhesion, and negative regulation of vasculature development. These suppressed gene cohorts suggest that, like other ligands in the TGFβ superfamily (77), GDF9 not only induces transcription but also participates in suppressing signaling “noise” that would otherwise derail the transformation of granulosa cells. These data also provide orthogonal evidence how hyperandrogenism suppresses follicular development through a GDF9-driven program (78). Specifically, the identification of *Bmp2* as a direct transcriptional target suppressed by acute GDF9-SMAD2/3 signaling again underscores the negative feedback through selective repression of parallel signaling inputs. This regulatory logic echoes the concept of signaling wiring described for BMP4, in which negative feedback restricts signaling range to ensure robust developmental outcomes (79). In the ovarian follicle, such cross-regulatory control may be particularly important during granulosa cell fate transitions, where competing TGFβ superfamily cues must be precisely coordinated. Such a dual-functioning mechanism is conceptually consistent with the model in which the oocyte tightly directs the granulosa cell states during the periovulatory window.

The lack of global H3K27ac changes indicates that GDF9-SMAD2/3 signaling after 4-h incubation of cells with recombinant GDF9 does not broadly open chromatin; instead, its transcriptional output likely hinges on recruiting specific cofactors (i.e., lineage factors and/or nuclear receptors) to enhancer and promoter regions. This dependency points to actionable hypotheses: perturbing cofactor availability or binding pockets could precisely tune GDF9 responses without introducing global changes, suggesting potential therapeutic options for follicular dysfunction. Consistent with this, the age-associated patterns that we observed in the single-cell datasets of the GDF9-SMAD2/3 direct targets imply that weakening of the oocyte-granulosa circuit may contribute to declining oocyte quality with age. Future studies that investigate whether modulating SMAD2/3 cofactors or boosting oocyte-derived cues in aging follicles are warranted to help advance ovarian health.

Although we successfully generated the heterozygous *Smad2*^HA/+^ mice, we observed embryonic lethality in the homozygous *Smad2*^HA/HA^ mice. These findings can be interpreted in several contexts. First, in contrast to the viability of *Smad3*-null mice reported in prior work (39, 75), *Smad2*-null mice are embryonic lethal (38), indicating nonredundant roles of the two receptor-regulated SMADs in development. In many contexts, SMAD2 can partially compensate for the loss of SMAD3 (80, 81), but SMAD3 cannot substitute for SMAD2 during early embryonic patterning and lineage specification. This asymmetric imbalance between SMAD2 and SMAD3 during development likely underlies the lethality observed with the homozygous HA-tagged *Smad2* allele. Second, although the HA allele is functionally neutral, the homozygote lethality suggests that even subtle changes of the *Smad2* locus can be incompatible with embryogenesis, consistent with the known roles of SMAD2 in early lineage specification and anterior–posterior patterning (82). These findings underscore paralog-specific requirements and caution that SMAD2 is exquisitely sequence-sensitive; future experiments (e.g., insertion of alternative epitopes, phenotyping the homozygous embryos) will help dissect whether lethality reflects developmental timing, tissue specificity, or tag-induced hypomorph.

We note that the high-confidence catalog of direct GDF9 targets identified in this study reflects transcriptional responses captured under a defined experimental condition, namely, a single GDF9 concentration (100 ng/mL) and a fixed treatment duration (4 h). In vivo, GDF9 is secreted by the oocyte and diffuses across the follicle, likely establishing concentration gradients that may elicit distinct transcriptional programs in spatially or functionally heterogeneous granulosa cell subpopulations (41, 83). Future studies incorporating dose–response, temporal profiling, and spatially resolved approaches will be important to further refine how GDF9-SMAD2/3 signaling diversifies gene regulation within the follicular microenvironment.

In summary, our endogenously tagged-SMAD mouse lines enable quantitative, tissue-specific multimodal mapping of SMAD2 and SMAD3 complexes across development and in disease settings, providing a stable, yet versatile platform for transcriptomic, genomic, and proteomic assays in all tissue types. These models provided a robust foundation to dissect pathway crosstalk; for example, with MAPK, BMP, and/or nuclear-receptor signaling using genomics, proteomics, and pharmacologic approaches. Our integrative genomics analysis emphasized that SMAD2 and SMAD3 are core effectors of GDF9 signals in granulosa cells and can reprogram extracellular-matrix and adhesion circuits while attenuating competing pathways. The tagged lines generated in our study deliver a versatile genetic toolkit to interrogate and ultimately manipulate TGFβ superfamily signaling pathways in many organ systems, and in the proof-of-concept case herein, we have been able to further understand the oocyte-granulosa crosstalk that underpins ovarian function, with potential translational avenues: prioritizing cofactor dependencies as therapeutic entry points, refining biomarkers of follicle competence, and guiding targeted interventions to restore follicular deficiencies.

## Materials and Methods

### Generation of Knock-In Mouse Lines.

*Smad3*^PA/PA^ knock-in (KI) mice were generated using a similar approach previously described (84). We used single-strand DNA (ssDNA) that contained a PA tag (42 bp) with left (319 bp) and right (373 bp) homology arms. The crRNA that targets regions close to the start codon, tracrRNA, Cas9 ribonucleoprotein complex, and ssDNA were injected into fertilized eggs obtained by B6D2F1 × B6D2F1 mating (Fig. 1*A*). Of the 382 fertilized eggs injected, 213 eggs were transplanted into the oviducts of pseudopregnant females. A total of 55 potential founder mice were born, and 2 pups possessed the desired mutations. Homozygous *Smad3*^PA/PA^ mice were maintained in the C57BL/6J × 129S5/SvEvBrd mixed genetic background. The sequences of the sgRNA, HDR repair oligonucleotide, and genotyping primers are provided in *SI Appendix*, Table S1.

To generate *Smad2*^HA/+^ mice, we utilized the CRISPR-EZ approach (85) with the help of the Genetically Engineered Rodent Model Core at Baylor College of Medicine. Briefly, Cas9 protein, single-guide RNA (sgRNA), and a homology-directed repair (HDR) donor carrying the HA tag and linker sequences were coelectroporated into zygotes obtained from in vitro fertilization of B6D2F1 male and female mice. (Fig. 1*B*). The resulting embryos were cultured overnight to reach the 2-cell stage, after which they were transferred into the oviducts of pseudopregnant CD-1 recipient females (Center for Comparative Medicine, Baylor College of Medicine). Offspring were subsequently screened for successful knock-in alleles by PCR using primers flanking the inserted HA tag. The sequences of the sgRNA, HDR repair oligonucleotide, and genotyping primers are provided in *SI Appendix*, Table S1.

### Animal Ethics Compliance and Tissue Collection.

Mice included in this study were maintained in a temperature-controlled vivarium (70 °F ± 2 °F and 20 to 70% relative humidity) on a 12-h light/dark cycle. All animal procedures were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine. Experiments were performed using female mice aged 3 to 4 wk on a mixed C57BL/6J × 129S5/SvEvBrd genetic background. Euthanasia was achieved by isoflurane induction and subsequent cervical dislocation, in accordance with the approved procedures by the Baylor College of Medicine IACUC.

### Cleavage Under Targets and Release Using Nuclease (CUT&RUN) in Mouse Granulosa Cells.

To collect the granulosa cells, 3 to 4 wk old female mice were injected with 5 IU of Pregnant Mare Serum Gonadotropin (PMSG, Prospec, HOR-272) and ovaries were collected 46 h later. Granulosa cells were then purified and cultured following the previously published protocol (30, 40) for 4 d before the GDF9 treatment. The experiments were performed using pooled biological replicates from primary granulosa cells cultured from 8 mice, respectively. On the day of the GDF9 treatment, mouse GDF9 (R&D, 739-G9-010/CF) was added to the granulosa cell culturing media to reach the final concentration of 100 ng/mL. The granulosa cells were digested into single-cell suspensions 4 h after the GDF9 treatment and subsequently processed using the CUT&RUN protocol essentially as described (52, 86). The GDF9 concentration (100 ng/mL) and treatment duration (4 h) were selected based on a previous publication (30) and preliminary optimization experiments (*SI Appendix*, Fig. S4), in which the minimal dose and shortest exposure sufficient to induce the phosphorylation of SMAD2/3 and increase the canonical COX2 protein expression were determined. Approximately 55,000 cells were used for each reaction. Concanavalin A-coated magnetic beads (Bangs Laboratories, BP531) were conjugated to the cells, and the resulting bead–cell complexes were resuspended in 100 μL of Antibody Buffer [recipe is described in Ref (86)] per reaction. Immunoprecipitation was initiated by adding 1 μg of the indicated antibodies: IgG control (Sigma, I5006), anti-HA (EpiCypher, 13-2010), anti-PA (Fujifilm, NZ-1), or anti-SMAD2 (Abcam, ab33875). After overnight incubation at 4 °C, the bead–cell complexes were washed and subsequently incubated with pAG-MNase (EpiCypher, 15-1016) at room temperature for 10 min. Bead–cell–pAG-MNase complexes were washed and chromatin digestion was initiated by adding 1 μL of 100 mM CaCl_2_ to each reaction, followed by incubation at 4 °C for 2 h. Reactions were terminated by adding 50 μL of Stop Buffer [recipe is described in Ref (86)] and incubating at 37 °C for 10 min. The supernatant was collected, and DNA was purified by phenol–chloroform extraction and ethanol precipitation. Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (New England BioLabs, E7645) according to the manufacturer’s instructions, and paired-end 150 bp sequencing was performed on an Illumina NovaSeq X Plus platform.

### Bioinformatic Analysis for CUT&RUN Data and Reanalysis of Published Single-Cell RNA Seq Data.

Data processing for CUT&RUN dataset largely follows the previously published pipeline (52, 86) with minor modifications. In short, after demultiplexing and quality control, clean reads were mapped to the mouse genome mm10 and the *E. coli* genome U00096.3 (for Spike-in) by Bowtie2. Uniquely mapped reads were kept for the Spike-in normalization. The normalization was done by multiplying primary genome coverage by a scale factor (100000 / fragments mapped to the *E. coli* genome). CUT&RUN peaks were called using SECAR (87) with the default parameters. Track visualization was done by bedGraphToBigWig (88), and Integrative Genomics Viewer (IGV) was used for visualization. Common peaks between replicates were identified with the “mergePeaks” function in HOMER v4.11 (89). ChIPseeker (90) was used to apply annotation to the identified peaks. HOMER v4.11 with findMotifsGenome.pl with the genome of mm10 and default parameters (89) was used to perform motif enrichment. Peak heatmaps and the density plots were generated using deepTools 2.4.2. To analyze gene expression patterns in different ovarian cell types, we accessed previously published mouse ovarian single-cell RNA-seq data with cell type reference from young (3-mo) and old (9-mo) mice, available from GSE232309. Sequencing data quality control and filtering criteria were as previously described (68). *Amh* was used as the distinguishing marker for the granulosa cell types. The normalized bubble plots were generated by averaging the expression, which was log-transformed and then plotted.

### RNA-seq Sample Preparation and Data Analysis.

Total RNA from mouse granulosa cells was extracted using the QIAGEN RNeasy kit (QIAGEN, Cat #74104) following the manufacturer’s protocol. Poly-A-enriched, strand-specific libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7760S, E7490S) with 500 ng input RNA following the manufacturer’s protocol. Libraries were sequenced, targeting 30 million read pairs per sample. Demultiplexed FASTQ files were generated with bcl2fastq v2.20. Read QC and preprocessing were performed as previously described (91). Alignment and quantification were done using STAR v2.7.11b against mouse genome mm10 (92). Aligned reads were assigned to genes with featureCounts v2.1.1. Count matrices were analyzed in R with DESeq2 v1.48.2 (93).

### Western Blot Analysis of Immunoprecipitation (IP-WB).

IP-WB process largely follows the previously published pipeline (86) with minor modifications. Pulverized tissues were lysed in NETN buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.5 mM EDTA, 10% glycerol, 0.5% NP-40), and 1.5 mg of total lysate was used per IP. Lysates were incubated with anti-HA (Cell Signaling, C29F4) or anti-PA (Fujifilm, NZ-1) antibodies for 1 h at 4 °C, followed by the addition of protein G magnetic beads (Thermo Fisher, 88847) for an additional 1 h. Beads were washed five times with NETN buffer, then denatured for gel electrophoresis. Samples were resolved on 4-12% Bis-Tris gels (Thermo Fisher, NP0321BOX), transferred to nitrocellulose membranes, and the membranes were then blocked with 5% milk in TBST, and incubated overnight at 4 °C with the primary antibodies anti-HA (Cell Signaling, C29F4), anti-PA (Fuji Film, NZ-1), anti-SMAD2 (Cell Signaling, D43B4), or anti-SMAD3 (Cell Signaling, C67H9) at 1:1,000 dilution. Membranes were then washed and incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Subsequently, membranes were washed again, developed, and imaged using the iBright FL1500 system.

## Supplementary Material

Appendix 01

## Data Availability

Sequencing data and analyses are deposited in the Gene Expression Omnibus under accession number GSE315433 (94).

# Supplementary material for: Versatile SMAD2 and SMAD3 epitope–tagged mouse models for genomic profiling of TGFβ signaling: Uncovering GDF9–SMAD2/3 targets
**Source:** Proc Natl Acad Sci U S A. 2026 Mar 30;123(14):e2600071123. doi: 10.1073/pnas.2600071123
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Versatile SMAD2 and SMAD3 epitope-tagged mouse models for genomic profiling of TGF $\beta$ signaling: uncovering new GDF9-SMAD2/3 targets

Zian Liao<sup>1,2,3,4</sup>, Qian Zhang<sup>5,†</sup>, Keisuke Shimada<sup>5,§</sup>, Kaori Nozawa<sup>1,4,‡</sup>, Suni Tang<sup>1,4</sup>, Masahito Ikawa<sup>5</sup>, Diana Monsivais<sup>1,4</sup>, and Martin M. Matzuk<sup>\*1,2,3,4</sup>

#### This PDF file includes:

Supplementary Figures S1 to S4  
Supplementary Table 1  
Supplementary Datasets 1-12

## Supplementary Figure 1:

**A**

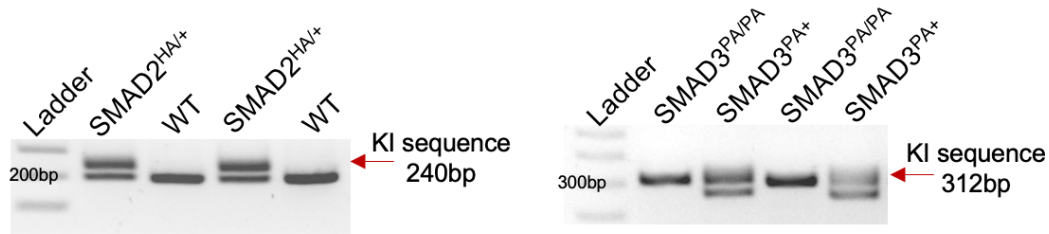

**B**

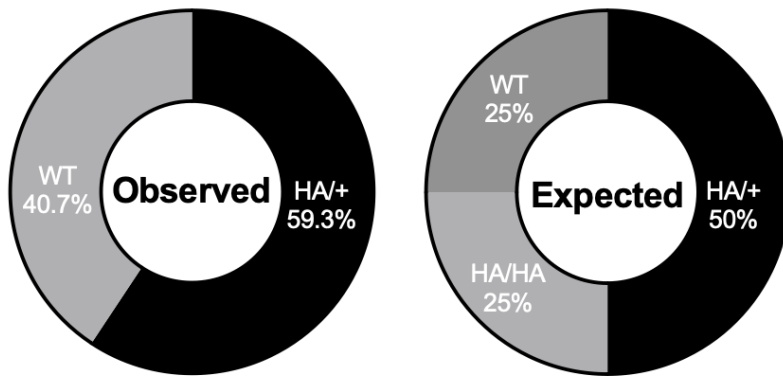

Percentage of each genotype for  
*Smad2*<sup>HA/+</sup> x *Smad2*<sup>HA/+</sup>

**Supplementary Figure 1: Percentage of offspring genotypes of the heterozygotic mating scheme. A)** Genotyping results of the tagged mouse lines. **B)** Percentage of offspring genotypes of the mating scheme of *SMAD2*<sup>HA/+</sup> x *SMAD2*<sup>HA/+</sup>.

## Supplementary Figure 2.

A

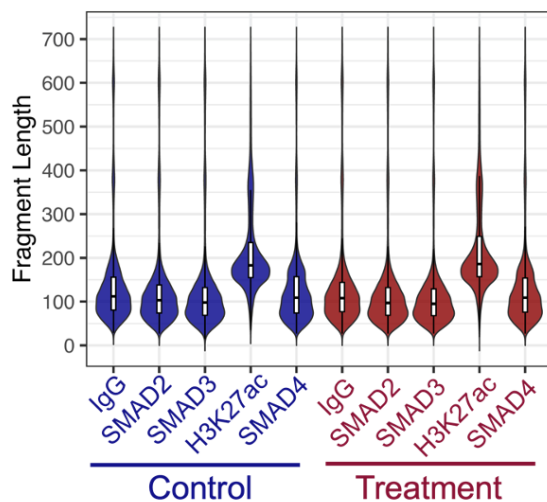

**Supplementary Figure 2: Fragment length characterization of the CUT&RUN libraries. A)**

Violin plots showing the fragment length distribution of immunoprecipitated DNA for each indicated group.

Supplementary Figure 3.

A

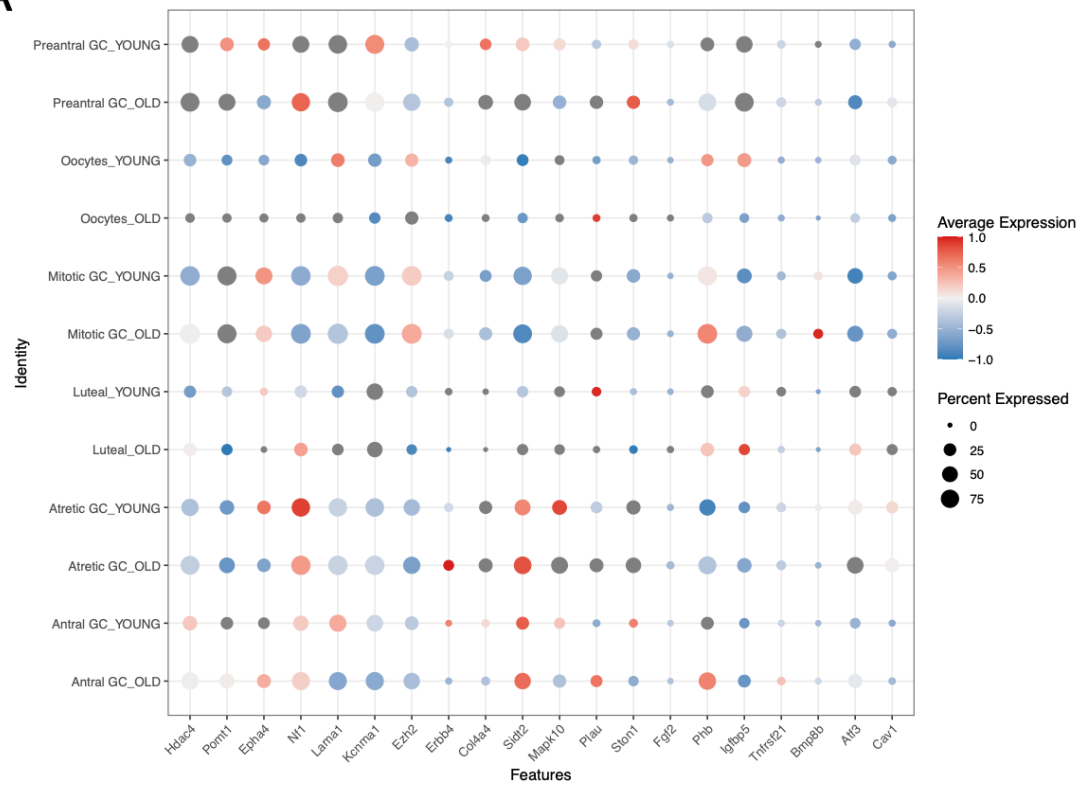

B

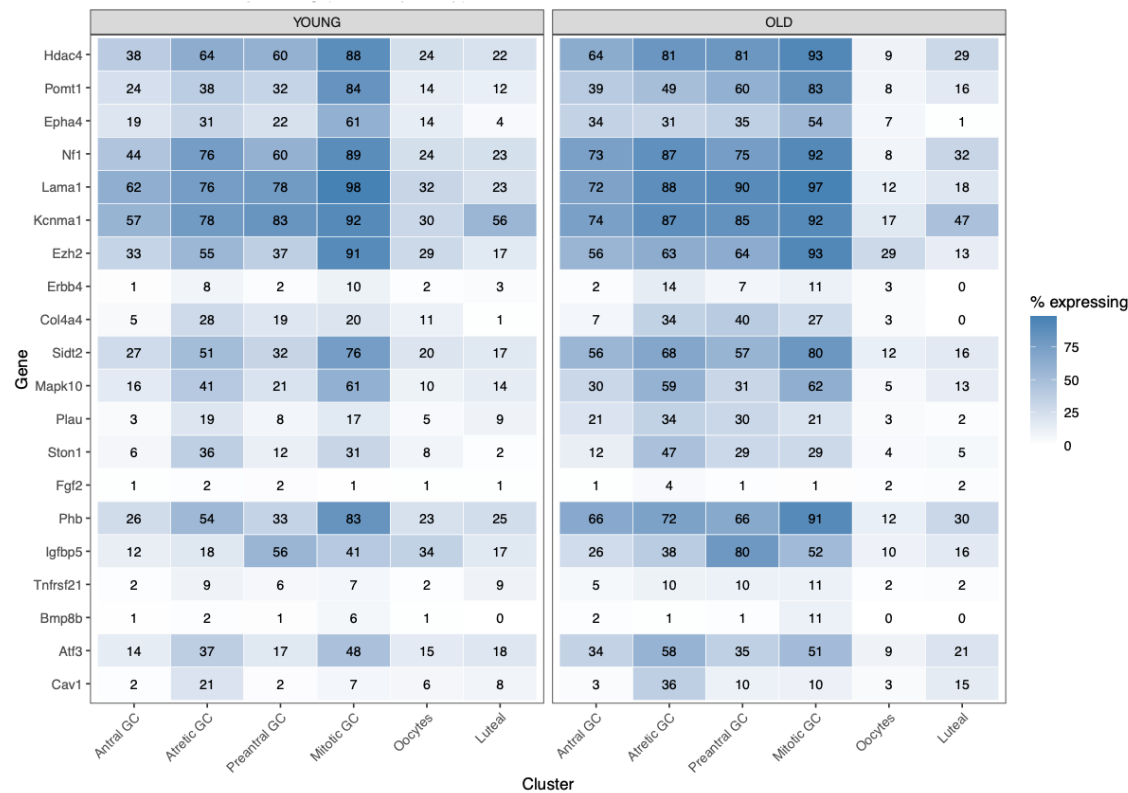

**Supplementary Figure 3: Average expression and cell percentage of GDF9 direct target genes in old and young mouse ovaries. A)** Dot plot visualizing the expression levels of the direct target panel across the “Granulosa Cells” clusters in young and old mouse ovaries, with cell types annotated as previously described<sup>68</sup>. Dot size represents the percentage of cells expressing each respective gene within the granulosa cell clusters. Dot color represents the averaged expression levels. Data were accessed through the GEO deposition of GSE232309. **B)** Heatmap visualizing the percentage of cells that express the direct target panel across the “Granulosa Cells” clusters in young and old mouse ovaries, with cell types annotated as previously described<sup>68</sup>. Data were accessed through the GEO deposition of GSE232309. GC, granulosa cell.

## Supplementary Figure 4.

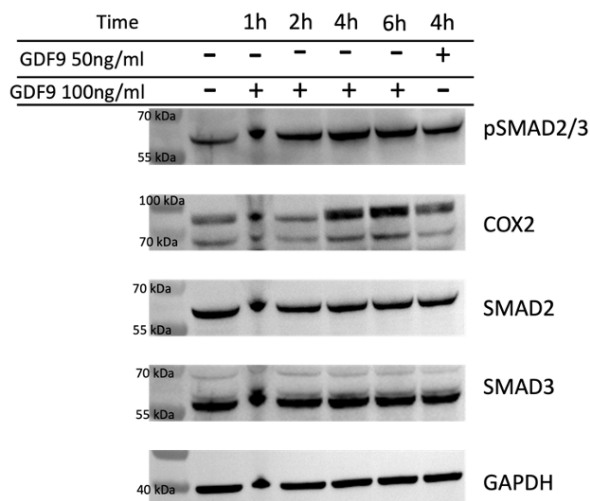

**Supplementary Figure 4: Optimization of GDF9 treatment dosage and duration.** Western blot analysis of phosphorylated SMAD2/3 (pSMAD2/3), COX2, total SMAD2, and total SMAD3, with GAPDH used as a loading control. Following GDF9 treatment (100 ng/mL), activation of the GDF9–SMAD2/3 axis was evident by 4 h, as indicated by increased SMAD2/3 phosphorylation and induction of the canonical downstream target COX2.

**Supplementary Table:**

Supplementary Table 1: DNA sequences used in the study.

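The guide for the HA tag matches the mouse genome (GRCm38) at 1 place, chromosome 18 at 76304736 to 76304755 on the minus strand, beside a TGG motif. It lies in exon 11 of 11 of *Smad2*, in the 3′ untranslated region just after the stop codon at 76304728 to 76304730, so a tag placed there joins the C-terminus. The guide for the PA tag matches at 1 place too, chromosome 9 at 63757661 to 63757680 on the plus strand, opposite to *Smad3*. It overlaps the start codon (63757675 to 63757677) in exon 1 of 9, so its tag joins the N-terminus. Only exact matches were searched, and near matches elsewhere were not scored.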

| Name                      | Sequence/Catalog number                                                                                                                                                                                                                | Usage                                               | Note                                                                       |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|----------------------------------------------------------------------------|
| S2-F1                     | TCAAACAGGAGG<br>CAGACAGT                                                                                                                                                                                                               | For <i>Smad2</i> <sup>HA/+</sup><br>genotyping      |                                                                            |
| S2-R1                     | GCAAACAGTCCA<br>CGGGATCA                                                                                                                                                                                                               |                                                     |                                                                            |
| S3-F1                     | CGGGCAAGTTCT<br>CCAGAGTT                                                                                                                                                                                                               | For <i>Smad3</i> <sup>PA/PA</sup><br>genotyping     |                                                                            |
| S3-R1                     | AACTGCCCCGTC<br>TTCTTGAG                                                                                                                                                                                                               |                                                     |                                                                            |
| sgRNA-SMAD2               | CTGTTACAGCGA<br>GTCTTTGA TGG                                                                                                                                                                                                           | sgRNA for SMAD2-<br>HA                              | GRCm38:Chr18:76<br>304733-76304755                                         |
| crRNA-SMAD3               | GGCAGGATGGAC<br>GACATGGC                                                                                                                                                                                                               | crRNA for SMAD3-<br>PA                              |                                                                            |
| HDR template for<br>SMAD2 | GATTGAACTTCAT<br>CTGAATGGCCCT<br>CTGCAGTGGCTG<br>GACAAAGTATTAA<br>CTCAGATGGGAT<br>CCCCTTCAGTGC<br>GATGCTCAAGCA<br>TGTCGGGAGGCA<br>GTGGATACGCCT<br>ACGACGTGCCCCG<br>ACTACGCCTAAA<br>CCAATCAAAGAC<br>TCGCTGTAACAG<br>CTCCTCCGTCGT<br>AGT | HDR template for<br>generating the<br>knock-in mice | Sequence for<br>generating repair<br>oligo of homology-<br>directed repair |

|                        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |                                               |                                                 |
|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------|-------------------------------------------------|
| HDR template for SMAD3 | GCGGCACCCAAA<br>CAGCTACCCCGT<br>GCGGAAACCCAA<br>ACTTTCTACTGCC<br>ACTTGGAGTCTC<br>GCGGCCGCCGC<br>CTCCGCCCCGCG<br>CGTCCGGGGCCT<br>GCCCCGTCAGTCC<br>GTCGGTCCGCGT<br>GGAGCAGCTCGG<br>GCGCCGCCGTGC<br>TCCCGATCCCCG<br>CAGCTGCAGCGC<br>CGCAGTCCTGGC<br>CCGGACGCCCG<br>GGCAAGTTCTCC<br>AGAGTTAAAAGC<br>GAAGTTCGGGCG<br>AGGCGCGGGCC<br>GAGCTGCCTCTG<br>AGCGCCCCCGGC<br>GTCCCCAGTGCG<br>CCCAGCCCCGCC<br>GGGGGCGCCGG<br>TGACCCTTCGGT<br>GCCAGCCATGGA<br>GGGCGGGGTGG<br>CCATGCCCGGCG<br>CCGAGGACGATG<br>TGGTCTCGTCCA<br>TCCTGCCCTTCA<br>CCCCCCCCGATCG<br>TGAAGCGCCTGC<br>TGGGTTGGAAGA<br>AGGGCGAGCAGA<br>ACGGGCAGGAG<br>GAGAAGTGGTGC<br>GAGAAGGCGGTC<br>AAGAGCTTGGTG<br>AAGAAGCTCAAG<br>AAGACGGGGCAG<br>TTGGACGAGCTG<br>GAGAAGGCCATC<br>ACCACGCAGAAC<br>GTGAACACCAAG | HDR template for generating the knock-in mice | Single-strand DNA was used for zygote injection |
|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------|-------------------------------------------------|

|  |                                                                                                                                                                                                                                                          |  |  |
|--|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|
|  | TGCATTACCATCC<br>CCAGGTGGGGTC<br>CCAGAGCGGCTG<br>GGGGCGCACTG<br>GCCTAGCCCCCT<br>AGCGCGGCCCCG<br>GGTGGAGAGGGA<br>GGGCGTGTGCGC<br>GTGTGTGCGCGC<br>GCCTGTAGGGGA<br>CGGGGAGTGGGT<br>GGAGGGACCCCA<br>AACAAAACCTTC<br>GGATTTGCCTAG<br>CCTCAGAGACCT<br>GGCTTCCG |  |  |
|--|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|--|

Complete content for Supplementary Datasets 1-12 can be downloaded here:

[10.6084/m9.figshare.30992110](https://doi.org/10.6084/m9.figshare.30992110)

Supplementary Dataset 1: RNA-seq results for GDF9 stimulation in mouse granulosa cells.

Supplementary Dataset 2: Transcriptional Regulatory Relationships Unraveled by Sentence-based Text Mining (TRRUST) enrichment analysis results.

Supplementary Dataset 3: GO Enrichment results of the differentially expressed genes.

Supplementary Dataset 4: Gene overlapping results of the SMAD2-and HA-bound genes.

Supplementary Dataset 5: Gene overlapping results of the SMAD3-and PA-bound genes.

Supplementary Dataset 6: Peak annotations from the SMAD2 binding sites under GDF9 treatment condition.

Supplementary Dataset 7: Peak annotations from the SMAD3 binding sites under GDF9 treatment condition.

Supplementary Dataset 8: Peak annotations from the SMAD2 binding sites under Control treatment conditions.

Supplementary Dataset 9: Peak annotations from the SMAD3 binding sites under Control treatment conditions.

Supplementary Dataset 10: Peak annotations from the SMAD4 binding sites under Control treatment conditions.

Supplementary Dataset 11: Peak annotations from the SMAD4 binding sites under GDF9 treatment conditions.

Supplementary Dataset 12: Lists of core-direct target genes

How the deposited data were processed for this re-analysis (not part of the article)

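Granulosa cells of mice with tagged SMAD2 (*Smad2* HA/+) or tagged SMAD3 (*Smad3* PA/PA) were treated with GDF9 or vehicle. The 4 RNA-seq samples are 2 replicates per treatment of *Smad3* PA/PA cells, and the 40 CUT&RUN samples are 2 replicates per line, antibody and treatment, including IgG samples, which have no peak list among the files used here. Replicate numbers were taken from the sample titles.

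The RNA-seq signal values are normalized counts as deposited by the authors, made by dividing the reads of each gene by 1 size factor per library. For 3 libraries whole reads were recovered, and in the remaining library every value is a whole multiple of 1 step that lies close to 1. The unit of each library's column was checked with a tolerance of 0.05 reads. The table had 27179 entries, of which 1314 had no values per library and 0.311% of the summed means, and 3 columns without a header were not used. A further column holds the authors' mean of the 4 libraries. Of the genes with values, 7681 had no read at all, and 16466, 16456, 15996 and 16336 genes had reads in GDF9 replicates 1 and 2 and vehicle replicates 1 and 2. The peak lists hold, for each peak, the total and the maximum signal, that is, coverage scaled by the authors to E. coli spike-in reads. The authors called the peaks with SEACR and joined replicates with mergePeaks of HOMER. Before that, the authors aligned RNA-seq reads with STAR 2.7.11b and counted them with featureCounts 2.1.1, and aligned CUT&RUN reads with Bowtie2. The strand setting and annotation for counting, and whether IgG was the control for peaks, are not given in the sources used here.

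RNA-seq was tested in R 4.3.3 with limma 3.58.1 (empirical Bayes with trend) on log2(value + 1), without covariates, in genes with a mean of at least 10. The design named a test on counts for files of whole reads and limma for normalized values, and the values are normalized, so edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads served as alternatives. Lists of genes were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry, in lists with at least 5 tested genes. On simulated counts with 12625 tested genes, 50%, 76%, 96% and 100% of 50 changed genes were called at 1.2, 1.5, 2 and 3 times the level, with 0 in the wrong direction and 7 false calls. The genes named in the text are those the study names or labels in its volcano plot, members of the 27 lists, and the 10 largest increases and decreases among called genes with a mean of at least 50. Of regions, the text names the peaks in the windows of Fig. 5D and the 5 PA regions of GDF9-treated cells with the highest total signal. Other genes that the text names were chosen after their values were seen. The text says so there, apart from *Neat1* and *Xist*, for which it is said only here.

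Peaks were compared with bedtools 2.31.1 and Python 3.11.15 (pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9). Here, regions are places where peaks of both replicates overlap by at least 1 bp. Promoters were 3 kb on either side of a start site in GENCODE vM21 on GRCm38. Random expectation came from 100 shuffles within chromosomes, or 20 for the overlap of replicates, with fixed seeds. Short sequence cores were counted in windows of 401 bp at region centers and in windows 2 kb to either side, and compared with Fisher's exact test. The overlap test was tested on simulated data, where 25.1% was found for 25% planted among 4000 regions. Binding at called genes was compared with other tested genes by Fisher's exact test, and within 10 classes of gene length by a Mantel-Haenszel odds ratio. The gene length of these classes is that of the footprint, the parts in which a region counts as binding the gene.

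Fold changes were refitted with other offsets, filters, scalings and tests, with a term for the replicate number, and with 1 library left out at a time. Peak results were recomputed with the 50% of each list with the highest maximum signal, with at least 50% of both peaks shared, with promoters of 1 kb, with the other mouse line and with 1 replicate at a time. In all, 115 alternatives were planned. Signal tracks, IgG libraries, enrichment databases, Western blots and the single-cell atlas were not among the data used here, so the results that rest on them have no values. The value of 1 gene that the study names is not reported here.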

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

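Both tests of explanations in this part were written before their results were seen. *Malat1* (log2 fold change 1.33), *Neat1* (0.63), *Meg3* (1.14), *Kcnq1ot1* (2.32) and *Xist* (0.83), nuclear noncoding RNAs that the paper does not discuss, were higher with GDF9 than with vehicle, as were mitochondrially encoded genes (median 0.46). Gene length and GC content are argued against, since the 4 of these RNAs with a known length and GC content (*Kcnq1ot1* has none) kept a median of 0.891 after the trend over both was removed (lowest 0.502, spread over all genes 0.196). A larger share of nuclear RNA in the GDF9 libraries is backed by 19 other tested nuclear RNAs, of which 8 rose and 0 fell (median 0.231, limma's camera p = 9.88e-20 and 0.0101 with an estimated correlation). A response of these RNAs to GDF9 itself stays open as untested, as does the rise of the mitochondrial genes, which nuclear RNA would not carry.

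The number of H3K27ac peaks moved in opposite directions in the 2 mouse lines. GDF9 minus vehicle was 2625 peaks in *Smad2* HA/+ cells (12713 and 10088 on average) and −1639.5 in *Smad3* PA/PA cells (27682.5 and 29322), with both replicates on the same side in each line. The difference between the lines was not tested. The DNA covered by H3K27ac fell in both lines, by 9.8 Mb (471.55 to 461.75) in *Smad2* HA/+ and 16.1 Mb (124.55 to 108.4) in *Smad3* PA/PA cells. The median peak width fell too, from 28001.25 to 20042.5 bp and from 3153.5 to 2959.75 bp. The larger number of peaks in *Smad2* HA/+ cells therefore came with narrower peaks and no gain of marked DNA.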

How the results depend on the processing

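Alternatives from the plan and added ones were run on 3 kinds of results. For gene lists past the threshold 56 of 72 alternatives kept the result, 15 were weaker and 1 reversed. For named genes 580 of 635 kept it, 47 were weaker and 8 stronger. For other results 95 of 251 kept the value, 145 moved, 9 were stronger, 1 weaker and 1 reversed. The cause of these changes was not tested. The ordinary per-gene tests, DESeq2 without adjustment, the rescaling without nuclear noncoding and mitochondrial RNAs, peaks of either replicate, core genes with regions of either treatment and the classes of gene length were chosen after seeing the data. Core genes are otherwise called genes with a SMAD2 or PA region of GDF9-treated cells, 44 higher and 16 lower, and 47 and 20 with regions of either treatment. In the order all, higher and lower, called genes numbered 187, 161 and 26 without a filter on low values, 1229, 8.1e+02 (rounded) and 422 at an unadjusted p under 0.05, and 128, 112 and 16 with DESeq2. With ordinary per-gene tests on genes with a mean above 1 they numbered 838, 570 and 268 unadjusted, and 1, 1 and 0 adjusted. Where 1 library was left out, the lone sample of its group was assumed to vary like the other group, and the numbers ranged from 215 to 583, from 194 to 365 and from 21 to 218. Of the gene lists, 0 passed with camera at an estimated correlation (1 at an unadjusted p under 0.05), and 1 with fry, which asks whether the genes of a list move together. The ribosomal protein list turned upward without GDF9 replicate 1 (adjusted camera p 0.927, against 3.2e-08 without GDF9 replicate 2). At an unadjusted p under 0.05, SMAD2 lay at 187 called genes (odds ratio 1.19, exact p = 0.037, and 1.19 with p = 0.0419 within classes of gene length) and PA at 52 (1.35, exact p = 0.0517), with 120 higher and 77 lower core genes.
In the 50% of each peak list with the highest maximum signal, regions with GDF9 and with vehicle numbered 4236 and 791 (SMAD2), 3966 and 2151 (PA), 4631 and 5381 (SMAD4), and 10275 and 10870 (H3K27ac). Promoter shares in the same order were 36.1% and 26.0% (SMAD2) and 18.9% and 25.9% (PA). Regions absent from the other treatment were 45.9% and 28.4% (SMAD2) and 50.0% and 32.8% (PA). H3K27ac overlap was 0.55, the share of genes of SMAD2 and HA with vehicle 73.1% and that of SMAD3 and PA with GDF9 1.85%. SMAD2 lay at 29 and PA at 6 called genes, the core genes were 23 higher and 8 lower, and the SMAD core of PA vehicle regions had an odds ratio of 1.11 (exact p = 0.103).
With at least 50% of both peaks shared, regions were 4957 and 343 (SMAD2), 4558 and 2092 (PA) and 4474 and 6074 (SMAD4). Promoter shares were 28.7% and 23.6% (SMAD2) and 15.5% (PA with GDF9), and vehicle regions absent with GDF9 34.4% (SMAD2) and 47.1% (PA). Shares of genes were 47.8% and 57.0% (SMAD2 and HA) and 2.34% (SMAD3 and PA with GDF9). SMAD2 lay at 34 and PA at 9 called genes, with 28 higher core genes.
In *Smad2* HA/+ cells HA had 24635 and 30333 regions, promoter shares of 45.1% and 42.9% and absent shares of 8.56% and 9.78%. SMAD3 had 26153 and 32420 regions, 45.4% and 42.8%, and 8.78% and 13.0%. H3K27ac had 10564 and 8308 regions and an overlap of 0.754. With peaks of either replicate, promoter shares were 14.2% and 14.1% (SMAD2) and 11.0% and 13.2% (PA), and shares of genes 76.1% and 78.0% (SMAD2 and HA) and 35.0% and 42.4% (SMAD3 and PA). SMAD2 then lay at 291 called genes (odds ratio 1.43, exact p = 0.00735) and PA at 235 (1.38, exact p = 0.00359), though within classes of gene length the odds ratios were 1.27 and 1.19 and neither passed, with 205 higher and 73 lower core genes, and 242 and 82 with peaks of either treatment. With promoters of 1 kb the shares were 18.5% and 12.0% (SMAD2) and 6.65% and 10.4% (PA). H3K27ac overlap as a share of peaks was 79.0%, and with genes of the nearest start site SMAD2 and HA shared 61.8% and 70.6%.
With 1 replicate left out, regions ranged from 78699 to 81283 and 23082 to 78766 (SMAD2 with GDF9 and vehicle), 80172 to 83620 and 60165 to 82459 (PA), and 58442 to 71881 and 63183 to 69168 (SMAD4). Promoter shares ranged from 14.8% to 15.1% and 12.5% to 14.7% (SMAD2), and 11.0% to 11.4% and 11.4% to 16.4% (PA). Absent shares ranged from 88.0% to 97.9% and 87.9% to 91.7% (SMAD2), and 88.9% to 94.6% and 89.5% to 91.8% (PA). Shares of genes ranged from 67.4% to 71.1% and 73.6% to 74.4% (SMAD2 and HA), and 22.8% to 23.7% and 23.6% to 30.6% (SMAD3 and PA). Called genes ranged from 211 to 240 (SMAD2, odds ratio 1.29 to 1.3) and 144 to 179 (PA, 1.24 to 1.29), none of which passed within classes of gene length, and core genes from 147 to 164 higher and 61 to 65 lower. The odds ratio of the SMAD core ranged from 0.941 to 0.952 (SMAD2, vehicle) and 0.935 to 1.35 (PA, vehicle).

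The RNA-seq replicates share only a number. With a term for that number 535 genes were called, 393 higher and 142 lower, and across genes the difference of replicates 1 and 2 was correlated at 0.00502 between the treatments.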

Differences from the paper's values

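The paper reports 857 differentially expressed genes, 530 higher and 327 lower with GDF9, and limma here gives 396, 307 and 89 at the same limits. The paper tested with DESeq2, which on the recovered reads gives 128, 112 and 16 here, further from the paper's values. Of the alternatives set before the data were examined, the total comes within 1.5 times without GDF9 replicate 2 (583) and at an unadjusted p (1229). The higher genes do so with the replicate term (393) and without GDF9 replicate 2 (365), and the lower genes without GDF9 replicate 2 (218) and at an unadjusted p (422). The other alternatives set in advance do not. Ordinary per-gene tests without adjustment, chosen after seeing the values, give 838 genes (570 higher, 268 lower), which share 270 with the 396. Of the genes that the paper's text names as changed they do not call *Has2*, *Tnfaip6*, *Lama2*, *Col2a1*, *Col24a1* and *Atf3* (*Atf* in its text). These tests do not call *Spry2*, *Fgf2*, *Bmp2*, *Pomt1*, *Hdac4*, *Kcnma1* and *Mapk10* either, and they call *Mirlet7e*. Unadjusted DESeq2, also chosen after seeing the values, gives 355 higher genes, within 1.5 times, and of those uncalled genes calls only *Has2*, *Bmp2* and *Pomt1*. For *Ptgs2* the paper gives a log2 fold change of 0.94 and the value here is 0.184 (0.185 with DESeq2), and no alternative reaches the paper's.

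For promoters the paper gives 9.41% and 9.53% of SMAD2 peaks with control and GDF9, and the values here are 21.1% and 26.7%. With control, a promoter of 1 kb (12.0%) and replicate 2 alone (12.5%) come within 1.5 times. With GDF9 none set in advance does, while peaks of either replicate, chosen after seeing the values, give 14.2% with GDF9 and 14.1% with control, both within 1.5 times. For SMAD3 the paper gives 8.19% and 5.76%, and the PA values here are 21.3% and 14.6%. With control a promoter of 1 kb (10.4%) and replicate 1 alone (11.4%) come within 1.5 times, and with GDF9 a promoter of 1 kb (6.65%). The remaining ones set in advance do not.

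The paper gives 77.15% and 69.17% of bound genes shared by SMAD3 and PA with control and GDF9, and the values here are 2.24% and 3.52% of all bound genes. As shares of all bound genes, none of the alternatives set in advance comes within 1.5 times. Set against the genes of PA alone the values here are 51.2% and 45.3%. On that scale replicate 1 alone gives 66.4% and 64.5%, and replicate 2 alone 69.4% and 67.8%, both set in advance. Peaks of either replicate, chosen after seeing the values, give 42.4% and 35.0% of all bound genes, and 75.6% and 75.4% of those of PA. With control and GDF9, native SMAD3 lay at 14657 and 13807 genes (replicate 1), 14655 and 14559 (replicate 2) and 16225 and 16120 (either). As 21543 measured genes have a locus, many PA genes would be shared by chance. Shares expected by chance were not computed, so these shares do not show that the antibodies agree. The paper gives 590 called genes bound by SMAD2 and 578 by SMAD3, and the values here are 57 and 16. It gives 349 higher and 233 lower core genes with a SMAD2 or SMAD3 peak and names no treatment for the peak. The values here, counted in GDF9-treated cells only, are 44 and 16, and regions of either treatment, chosen after seeing the values, give 47 and 20. Of the alternatives only peaks of either replicate and either treatment, also chosen after seeing the values, bring 1 of these 4 numbers within 1.5 times, with 242 higher (and 82 lower) core genes. Only 363 called genes, 275 higher and 88 lower, have a locus here, so for the other 3 no choice of peaks was able to, and the larger set at an unadjusted p gives 187, 52, 120 and 77. As shares of called genes the paper's numbers are 68.8% (SMAD2), 67.4% (SMAD3), 65.8% (higher) and 71.3% (lower). In the same order replicate 1 alone gives 66.1%, 39.7%, 53.5% and 73.9%, replicate 2 alone 58.1%, 49.3%, 59.6% and 69.3%, and peaks of either replicate, chosen after seeing the values, 80.2%, 64.7%, 74.5% and 83.0%. All of these are within 1.5 times of the paper's apart from 39.7%, while regions of both replicates (15.7%, 4.41%, 16.0% and 18.2%) are not. With either treatment the shares of higher and lower core genes are 69.5% and 85.2% (replicate 1), 74.5% and 79.5% (replicate 2) and 88.0% and 93.2% (either replicate), all within 1.5 times, and 17.1% and 22.7% (both replicates), which are not.

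The paper counts *Has2* and *Tnfaip6* among the higher genes. Here their adjusted p were 0.0566 and 0.377 with limma. *Has2* is called with an offset of 8, with the replicate term, without GDF9 replicate 1, without vehicle replicate 2, at an unadjusted p and with unadjusted DESeq2 (chosen after seeing the values), and *Tnfaip6* with none of the settings. *Mirlet7e*, which the paper counts as higher, was too low to test and is called only by unadjusted DESeq2 and by unadjusted ordinary tests, both chosen after seeing the values. The paper counts *Lama2*, *Col2a1*, *Col24a1*, *Hdac4* and *Kcnma1* as higher and *Atf3* (*Atf* in its text, read so here), *Spry2* and *Fgf2* as lower. Of these *Lama2* and *Spry2* are called at an unadjusted p and *Spry2* also without GDF9 replicate 2, and the others with none of the settings run here, with adjusted p from limma of 0.329 (*Hdac4*) and 0.543 (*Kcnma1*), among others. *Adamtsl4*, which the paper nominates as a direct target, is not called here (limma adjusted p = 0.0581). It is called without GDF9 replicate 2, with the replicate term and at an unadjusted p, among other settings. Of genes marked on the paper's volcano plot, *Grem1*, *Igfbp5*, *Edn1*, *Fzd1*, *Egr1* and *Kmt2d* are called here. *Erbb4* (0.47, limma adjusted p = 0.595) and *Lif* (0.38, adjusted p = 0.207) are not, with *Lif* called at an unadjusted p or without vehicle replicate 2, and *Foxa2*, *Cyp2d10* and *Mmp3* were too low to test.

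The paper places SMAD2 and SMAD3 binding at *Tnfaip6*, *Plau* and *Lama1*, where no region here recurs in both replicates, and counts *Plau* and *Bmp2* among core genes, which have none either. It finds SOX motifs more often in SMAD3 peaks without GDF9, whereas the SOX core here is more frequent with GDF9 (odds ratio 1.8). The TGIF core goes the way the paper states (0.722). The paper finds NKX motifs more often in SMAD3 peaks with GDF9, and here the odds ratio is 0.921. It finds homeobox and NKX motifs enriched in SMAD2 peaks with GDF9, and here their odds ratios against flanks are 0.719 and 0.929, while copies of the homeobox core per window were more frequent in regions (4.48) than in flanks (4.14), in the paper's direction. It finds SMAD motifs enriched in SMAD3 peaks of both treatments, and here the odds ratios are 0.813 with GDF9 and 1.18 with vehicle. It places SMAD3 on active chromatin, and here PA regions with GDF9 meet H3K27ac at 0.33 times the rate of shuffled regions, against 3.46 times for SMAD2 (0.39 to 0.413 and 1.54 to 1.56 in single lists).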

Other observations

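The genes of this paragraph were picked out after their values were seen, *Rian* and *Mirg* from among the 19 nuclear RNAs listed before, and each stayed called by limma when any 1 of the 4 libraries was left out, as did 145 called genes in all (129 higher, 16 lower). Other RNAs of the imprinted *Meg3* cluster rose with GDF9, *Rian* from 1070 ± 32.6 to 1409 ± 51 normalized counts (mean ± SD, n = 2 each, log2 fold change 0.40, adjusted p = 6.43e-06) and *Mirg* from 16.2 ± 3.41 to 46.5 ± 8.29 (1.47, adjusted p = 0.00113). *Peg10*, which is imprinted too, fell from 2885 ± 135 to 2185 ± 125 (−0.40, adjusted p = 5.69e-07). *Cyp26b1*, whose enzyme breaks down retinoic acid, fell from 1597 ± 36.2 to 1188 ± 65 (−0.43, adjusted p = 1.3e-06). *Piezo2*, a mechanically gated channel gene, rose from 5760 ± 25.7 to 7135 ± 413 (0.31, adjusted p = 2.08e-06), as did *Nedd9*, a focal adhesion scaffold gene (3272 ± 3.37 to 4120 ± 11.9, 0.33), and *Limk2*, a kinase gene of actin turnover (1830 ± 26.3 to 2275 ± 69.2, 0.31).

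The SMAD genes themselves hardly moved. *Smad2* had 1572 ± 19.3 normalized counts with GDF9 against 1623 ± 16 (limma adjusted p = 0.708), *Smad3* 571 ± 48.3 against 611 ± 40.7 (adjusted p = 0.561) and *Smad4* a log2 fold change of −0.09 (adjusted p = 0.522). The endothelin gene *Edn1* rose (0.33, adjusted p = 0.0163), a call lost without GDF9 replicate 2 (0.0619), vehicle replicate 1 (0.149) or vehicle replicate 2 (0.0589). *Inha*, the gene of an inhibin subunit, did not pass (0.09, adjusted p = 0.157), and *Mapk10*, which the paper counts as lower, was too low to test.

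Of the tests in the next 2 paragraphs, those for 1 short list, for faint peaks in replicate 1, for faint PA peaks, for repeats and against shuffled peaks were chosen after the results were seen. Few SMAD peaks of *Smad3* PA/PA cells recurred between replicates. The short list of SMAD2 with vehicle is argued against as the cause, as 5 of the 5 other pairs of lists also stayed under 20%. Faint peaks in the list of replicate 1 are argued against as the whole cause, since even of its 50% with the highest maximum signal at most 22.7% were met in the whole list of replicate 2. Faint peaks in both lists stay open. With both lists reduced to that 50% the shared portion was at most 1.02 times that of the whole lists, but shuffled peaks met fewer as well, and the ratio to shuffled peaks rose from between 1.84 and 3.35 to between 4.04 and 6.16. Background cutting and biological explanations were not tested.

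PA regions of GDF9-treated cells lay on H3K27ac less often than shuffled regions. In the 50% of each list with the highest maximum signal the ratio to shuffled regions was 0.529, which argues against faint peaks, and among regions with under 50% of their bases in repeats it was 0.368, which argues against repeats. The 5 PA regions with the highest total signal lay on chromosome 2 (98666161 to 98667411 and 98661945 to 98663003), chromosome 9 (from 2999990), chromosome 14 (19415521 to 19419713) and chromosome 12 (3109510 to 3110337). All 5 met peaks in both lists of PA with vehicle, of SMAD2 and SMAD4 with GDF9 and of H3K27ac with vehicle. Background of the PA antibody was not tested and stays open, beside a preference of tagged SMAD3 for chromatin without acetylation.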
